# Coopted temporal patterning governs cellular hierarchy, heterogeneity and metabolism in *Drosophila* neuroblast tumors

**DOI:** 10.7554/eLife.50375

**Published:** 2019-09-30

**Authors:** Sara Genovese, Raphaël Clément, Cassandra Gaultier, Florence Besse, Karine Narbonne-Reveau, Fabrice Daian, Sophie Foppolo, Nuno Miguel Luis, Cédric Maurange

**Keywords:** pediatric cancer, cancer stem cell, temporal patterning, Imp, syncrip, tumor hierarchy, *D. melanogaster*

## Abstract

It is still unclear what drives progression of childhood tumors. During *Drosophila* larval development, asymmetrically-dividing neural stem cells, called neuroblasts, progress through an intrinsic temporal patterning program that ensures cessation of divisions before adulthood. We previously showed that temporal patterning also delineates an early developmental window during which neuroblasts are susceptible to tumor initiation (Narbonne-Reveau et al., 2016). Using single-cell transcriptomics, clonal analysis and numerical modeling, we now identify a network of twenty larval temporal patterning genes that are redeployed within neuroblast tumors to trigger a robust hierarchical division scheme that perpetuates growth while inducing predictable cell heterogeneity. Along the hierarchy, temporal patterning genes define a differentiation trajectory that regulates glucose metabolism genes to determine the proliferative properties of tumor cells. Thus, partial redeployment of the temporal patterning program encoded in the cell of origin may govern the hierarchy, heterogeneity and growth properties of neural tumors with a developmental origin.

## Introduction

Central nervous system (CNS) tumors are rare and constitute less than 2% of all cancers in adults. In contrast, they represent more than 25% of cancer cases in children (including medulloblastoma, retinoblastoma, rhabdoid tumors (AT/RT), gliomas etc), suggesting that the developing CNS is particularly sensitive to malignant transformation (Arora et al., 2009; Curado et al., 2007). Moreover, unlike most adult tumors, pediatric tumors are often genetically stable and their initiation and progression do not necessarily require the accumulation of mutations in multiple genes. For example, the biallelic inactivation of a single gene is sometimes sufficient to trigger malignant growth as illustrated by mutations in the RB1 and SMARCB1 genes in retinoblastoma and rhabdoid tumors respectively (Biswas et al., 2016; Gröbner et al., 2018; Marshall et al., 2014; Puisieux et al., 2018; Scotting et al., 2005; Vogelstein et al., 2013). Recent studies suggest that CNS pediatric tumors such as medulloblastomas recapitulate the fetal transcription program that was active in the cell of origin (Vladoiu et al., 2019). However, it remains unclear how the invalidation of single genes during fetal stages can disrupt on-going developmental programs to trigger malignant growth, and whether these fetal/developmental programs influence the heterogeneity, composition, and proliferative properties of cells composing CNS tumors.

Faced with the complexity of brain development and neural tumors in mammals, simple animal models can represent a powerful alternative to investigate basic and evolutionary conserved principles. The development of the CNS is undoubtedly best understood in *Drosophila* (Homem and Knoblich, 2012). The *Drosophila* CNS arises from a small pool of asymmetrically-dividing neural stem cells (NSCs), called neuroblasts (NBs). NBs possess a limited self-renewing potential. They divide all along development (embryonic and larval stages) to self-renew while generating daughter cells named Ganglion Mother Cells (GMCs) (Maurange and Gould, 2005). GMCs then usually divide once to produce two post-mitotic neurons or glia. NBs are the fastest cycling cells during development, able to divide every hour during larval stages when most of the neurons are produced (Truman and Bate, 1988). However, all NBs terminate during metamorphosis and are absent in adults. Two antagonistic RNA-binding proteins, IGF-II mRNA-binding protein (Imp) and Syncrip (Syp) are essential to first promote and then conclude this formidable period of activity. During early larval development (L1/L2), NBs express Imp that promotes NB self-renewal. Around late L2/early L3, NBs silence Imp to express Syp that remains expressed until NB decommissioning during metamorphosis (Yang et al., 2017). This Imp-to-Syp transition is essential to render NBs competent to respond to subsequent pupal pulses of the steroid hormone ecdysone and initiate a last differentiative division (Homem et al., 2014; Yang et al., 2017). Failure to trigger the transition results in NBs permanently dividing in adults (Maurange et al., 2008; Narbonne-Reveau et al., 2016; Yang et al., 2017). The Imp-to-Syp transition appears to be mainly regulated by a NB intrinsic timing mechanism driven by the sequential expression of transcription factors (Narbonne-Reveau et al., 2016; Ren et al., 2017; Syed et al., 2017). This series of factors, also known as temporal transcription factors, has been first identified for its ability to specify different neuronal fates produced by NBs as they divide (Bayraktar and Doe, 2013; Isshiki et al., 2001; Li et al., 2013). In addition, temporal transcription factors also schedule the Imp-to-Syp transition to ensure that NBs will not continue cycling in adults. Recent transcriptomic analyses indicate that other genes are dynamically transcribed in NBs throughout larval stages, although their function and epistatic relationship with temporal transcription factors and the Imp/Syp module are unclear (Liu et al., 2015; Ren et al., 2017; Syed et al., 2017) All together, these studies highlight a complex, but still relatively unexplored, temporal patterning system in larval NBs.

Perturbation of the asymmetric division process during early development can lead to NB exponential amplification. In such conditions, the NB-intrinsic temporal program limiting self-renewal appears to become inoperant, and uncontrolled NB amplification is observed. Serial transplantations of asymmetric division-defective NBs have revealed an ability to proliferate for months, if not years, demonstrating tumorigenic characteristics (Caussinus and Gonzalez, 2005). Perturbation of asymmetric divisions can be induced by the inactivation of the transcription factor Prospero (Pros) in type I NB lineages (most lineages in the ventral nerve cord (VNC) and central brain (CB)). During development, Pros is strongly expressed in GMCs where it accumulates to induce cell cycle-exit and neuronal or glial differentiation (Choksi et al., 2006; Hirata et al., 1995; Matsuzaki et al., 1992). GMCs that lack *pros* fail to differentiate and revert to a NB-like state. This triggers rapid NB amplification at the expense of neuron production (Bello et al., 2006; Caussinus and Gonzalez, 2005). We have previously shown that inactivation of *pros* in NBs, and their subsequent GMCs, before mid-L3 (L3 being the last larval stage) leads to aggressive NB tumors that persist growing in adults. In contrast, inactivation of *pros* after mid-L3 leads to transient NB amplification and most supernumerary NB properly differentiate during metamorphosis, leading to an absence of growing tumors in adults (Narbonne-Reveau et al., 2016). Interestingly, propagation of NB tumor growth beyond normal developmental stages is caused by the aberrant maintenance of Imp and the transcription factor Chinmo from early-born GMCs, the latter representing the cells of origin of such aggressive tumors (Narbonne-Reveau et al., 2016). Chinmo and Imp positively cross-regulate and inactivation of either in NB tumors stops tumorigenic growth. Because *pros^-/-^* NB tumors can only be induced during an early window of development, and are caused by the biallelic inactivation of a single gene, they represent an exciting and simple model to investigate the basic mechanisms driving the growth of tumors with an early developmental origin, such as in the case of pediatric CNS cancers.

NB tumors can also be induced from type II NBs (a small subset of NBs in the central brain) or from neurons upon inactivation of the NHL-domain family protein Brat or Nerfin-1 respectively (Bello et al., 2006; Betschinger et al., 2006; Lee et al., 2006) (Froldi et al., 2015). In both cases, tumor growth appears to rely on the aberrant expression of the Chinmo/Imp module arguing for a general tumor-driving mechanism in the developing *Drosophila* CNS (Narbonne-Reveau et al., 2016). Interestingly, in the different types of NB tumors, Chinmo and Imp are only expressed in a subpopulation of cells, demonstrating heterogeneity in the population of tumor NBs (tNBs). However, the full repertoire of cells composing the tumor, the rules governing the cellular heterogeneity and the mechanisms determining the proliferative potential of each cell type remain to be investigated.

Here, we use single-cell RNA-seq, clonal analysis and numerical modeling to investigate these questions. We identify a subset of genes involved in the temporal patterning of larval NBs that are redeployed in tumors to generate a differentiation trajectory responsible for creating tumor cell heterogeneity. This cellular heterogeneity results in NBs with different types of metabolism and different proliferative properties. We also decipher a robust hierarchical scheme that drives reproducible heterogeneity through the dysregulated but fine-tuned transition between the two RNA-binding proteins Imp and Syp. This work thus identifies a core larval NB temporal patterning program, the disruption of which not only causes unlimited growth but has an overarching role in governing the cellular hierarchy, heterogeneity and metabolism of NB tumors.

## Results

### Single-cell RNA-seq reveals that a subset of larval NB temporal patterning genes are major contributors of cellular heterogeneity within NB tumors

To investigate the cellular heterogeneity existing in a given type of NB tumor, we performed single-cell RNA-seq experiments. To minimize inter-tumor heterogeneity that could result from inducing tumors with different NBs of origin, tumors were induced from the early L2 stage, when NBs exit quiescence, by knocking down *pros* in the six homologous pox^n^ NBs of the VNC (one per hemisegment) using the *pox^n^-Gal4, UAS-pros^RNAi^, UAS-GFP*, *UAS-dicer2* system - thereafter referred to as *pox^n^ > pros^RNAi^*. We had previously demonstrated that early NB amplification triggered during early larval stages by the *pox^n^ > pros^RNAi^* system led to tumors that persist and expand in adults (Narbonne-Reveau et al., 2016). Single-cell RNA-seq was performed on dissociated and FACS-sorted GFP^+^ tNBs obtained from 56 *pox^n^ > pros^RNAi^* tumors dissected and pooled from adults aged between 4 to 6 days (tumors were therefore induced 11 to 13 days earlier).

Using the Chromium (10x Genomics) approach, we sequenced 5740 cells with a median number of 1806 genes/cell (Figure 1—figure supplement 1A). Filtering, normalization, variable gene identification, regression of cell-cycle genes, linear dimensional reduction, and principal component analysis (PCA) were performed with the R package Seurat (Butler et al., 2018) (Figure 1—figure supplement 1A,B). PC3, PC4 and PC7 in particular caught our attention, as they all identify the early and late larval NB temporal markers, Imp and Eip93F (E93) (Syed et al., 2017), being expressed in different subsets of tNBs (Figure 1A and Figure 1—figure supplement 1C). This indicates that early and late larval NB markers are major components defining cellular heterogeneity in NB tumors.

**Figure 1.**
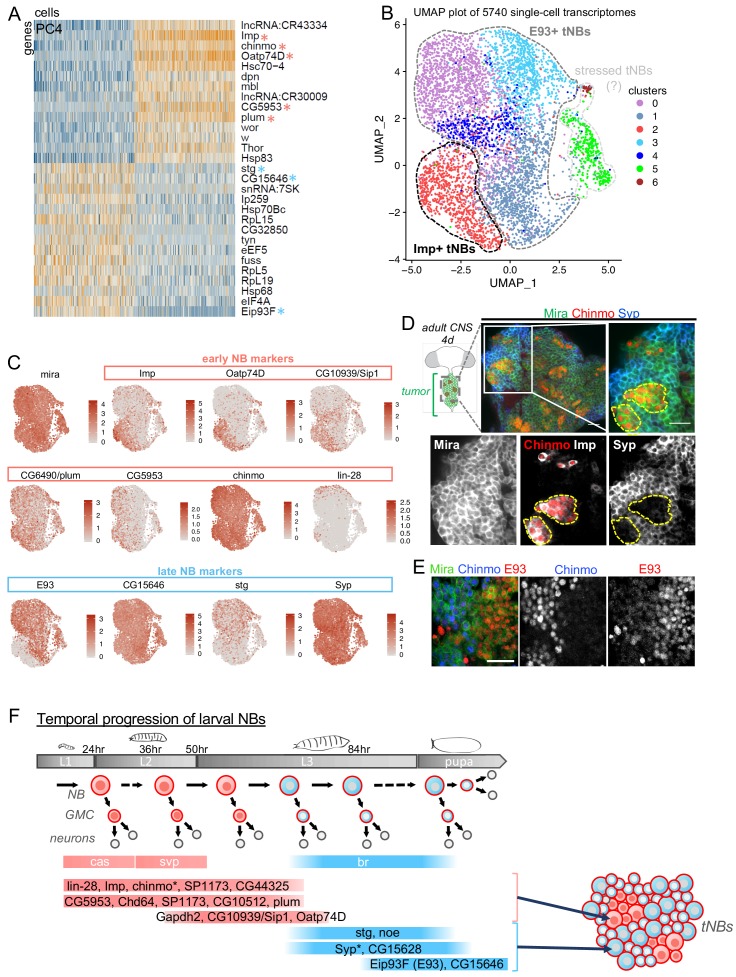
Single-cell RNA-seq identifies a subset of temporal patterning genes that are redeployed in NB tumors defining heterogeneity in NB states. (**A**) PCA was performed on single-cell tNB transcriptomes to reduce the dimensions of the data for further analysis. Genes (rows) and cells (columns) are ordered by their PCA scores, and the 500 most extreme cells and 30 most extreme genes on both sides of the distribution are shown in the heatmap. PC4 reveals that tNBs can be discriminated by the expression of early (light red asterisks) vs late (light blue asterisks) larval NB temporal patterning genes. Other larval temporal genes are found in PC3 and PC7 (Figure 1—figure supplement 1C). (**B**) The UMAP representation of all single cells included in our analysis shows the separation of different clusters. We used a k-nearest neighbor algorithm to call seven clusters, which are shown in different colors on the UMAP plot. (**C**) Expression of Mira, early and late temporal markers on the UMAP map shown in B. (**D**) Cartoon representing a ventral view of an adult CNS containing a NB tumor induced during larval stages in the VNC. Green circles are tNBs. Green circles colored in red represent Chinmo^+^Imp^+^ tNBs. Immunostainings with anti-Chinmo, anti-Imp and anti-Syp, indicating that Imp/Chinmo and Syp are expressed in a complementary pattern in *pox^n^ > pros^RNAi^* tumors found in 4-day-old adults. tNBs are labeled with Mira. Scale bar 20 µm. (**E**) Immunostainings with anti-Chinmo and anti-E93 indicating that these two transcription factors are expressed in a complementary pattern in *pox^n^ > pros^RNAi^* tumors found in 4-day-old adults. tNBs are marked with anti-Mira. Scale bar 20 µm. (**F**) The light red and blue colors respectively designate ‘early’ and ‘late’ larval NB genes as determined by Liu et al. (2015), Syed et al. (2017) and Ren et al. (2017). A subset of these genes are redeployed in tumors to define distinct tNB states. Asterisks mark temporal patterning genes regulated at the post-transcriptional level in tNBs. Note that *cas* and *svp* transcription is associated with early Imp^+^ NBs, while *br* transcription is associated with late E93^+^ NBs during larval stages. In contrast, *cas*, *svp* and *br* transcription do not distinguish Imp^+^ and E93^+^ tNBs.

**Figure 1—figure supplement 1.**
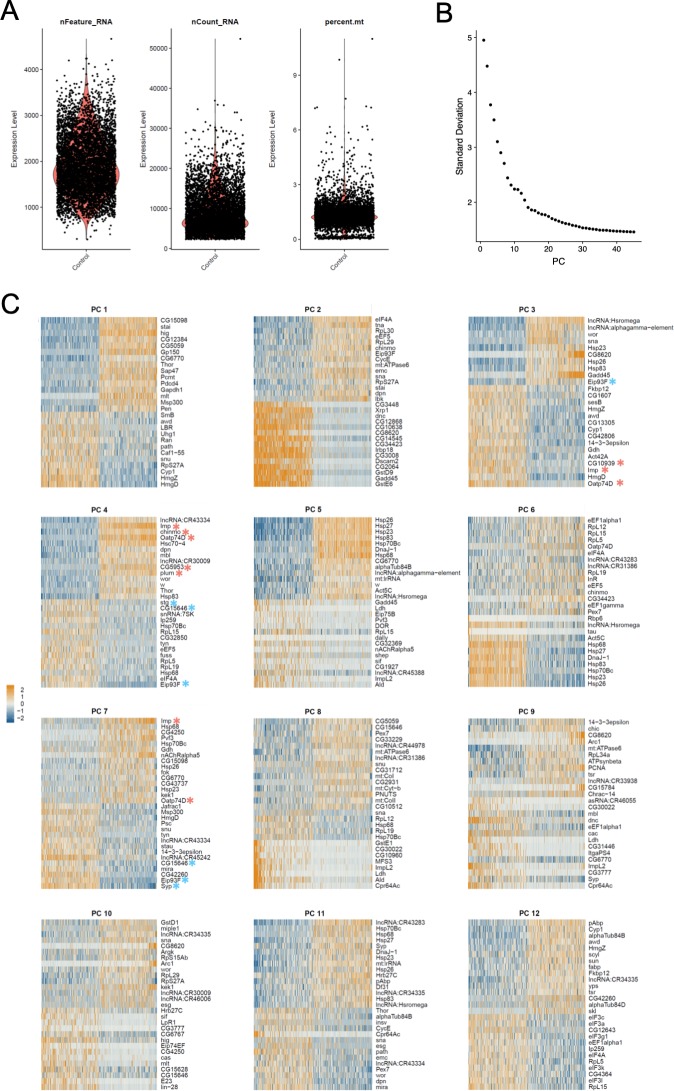
Seurat analysis of the single-cell transcriptomic data, with regression of cell-cycle genes. (**A**) Plots depicting the number of genes detected in each cell (nFeature_RNA), the number of unique RNA molecules detected in each cells (nCount-RNA), and the percentage of reads mapping to the mitochondrial genome (percent.mt). (**B**) Plot of the standard deviations of PCs used to determine the number of PCs to include in downstream analyses of the RNA-seq analysis. (**C**) Heatmaps depicting the composition of the first 12 PCs. Light red asterisks mark early larval temporal patterning genes. Blue asterisks mark late larval temporal patterning genes.

**Figure 1—figure supplement 2.**
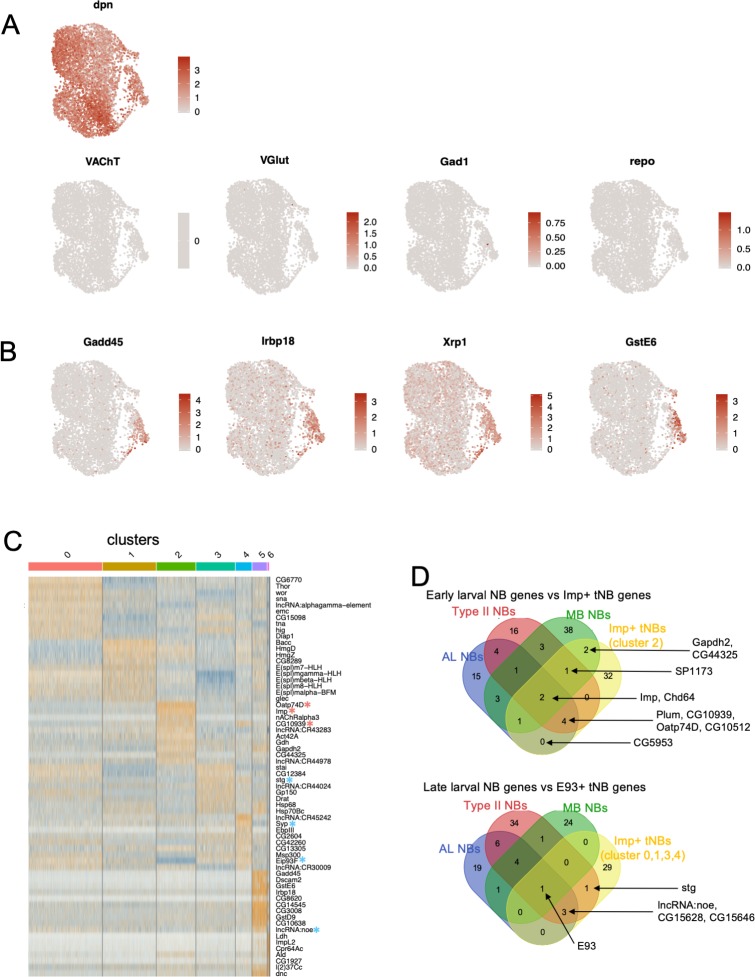
Characterizing tNBs by their transcriptome. (**A**) Expression levels of various marker genes for NBs (dpn); cholinergic, glutamatergic and GABAergic neurons (VAChT, VGlut and Gad1 respectively); and glia (repo); on the UMAP map. (**B**) Expression levels of genes enriched in the small clusters 5 and 6. (**C**) Heatmap depicting the top 10 most highly expressed genes in each cluster compared to all other clusters. Cluster three is highly enriched in early larval NB markers (red asterisks). (**D**) Upper Venn diagram depicts overlaps between genes, the expression of which is enriched in early NBs of various lineages (Mushroom Body (MB), Antennal Lobe (LB), Type II)) and in cluster 2 of tNBs. Lower Venn diagram depicts overlaps between genes enriched in late NBs of various lineages (MB, AL, Type II) and in cluster 0,1,3,4 of tNBs. Early or late temporal NB genes overlapping with tumor genes are indicated.

**Figure 1—figure supplement 3.**
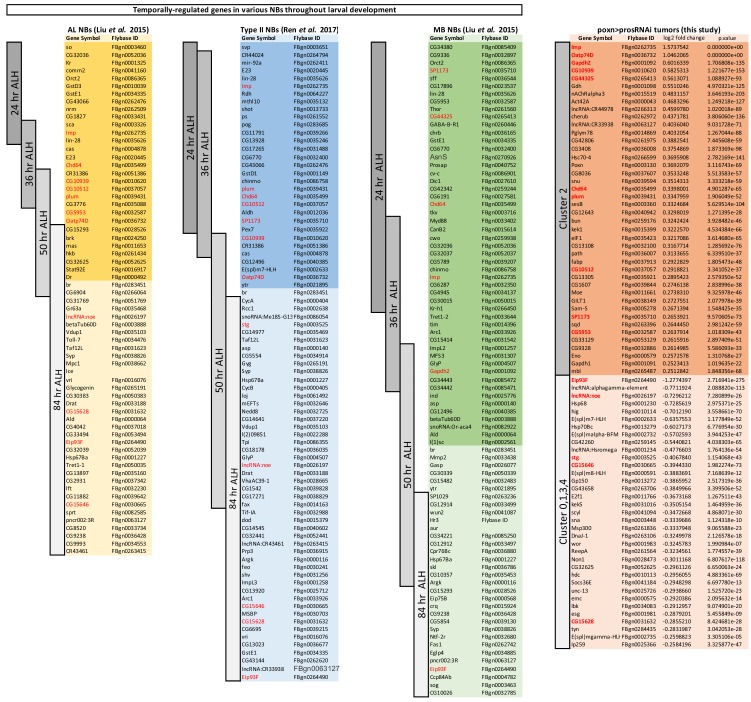
Comparison of genes that are temporally regulated genes in various larval NBs with genes defining clusters in the UMAP representation of the NB tumor. Lists of genes enriched in NBs at various timepoints during larval development (24 hr after larval hatching (ALH), 36 hr, 50 hr, 84 hr). Lists have been extracted for Mushroom body (MB) NBs, antennal lobe (AL) NBs and type Liu et al. (2015) and Ren et al. (2017). Darks backgrounds encompass early genes, while light backgrounds encompass late larval genes. Expression of the gene *br*, a well-known marker for late NBs, has been chosen as the transition time from an early to late stage. Dark and light orange backgrounds represent genes that distinguish the Imp^+^ Cluster two from the E93^+^ Clusters 0,1,3,4 in the UMAP representation of tumor cells. A subset of temporal patterning genes highlighted in red distinguish Imp^+^ or E93^+^ clusters in the tumors.

**Figure 1—figure supplement 4.**
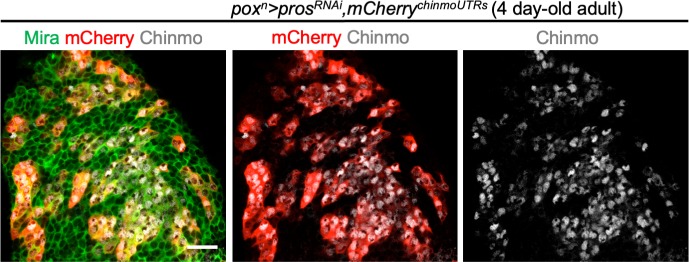
Post-transcriptional regulation of chinmo in *pox^n^ > pros^RNAi^* NB tumors. The *UAS-mCherry^chinmoUTRs^* transgene (Dillard et al., 2018) is transcribed in all tNBs using the *pox^n^-GAL4* driver. However, the mCherry protein (anti-RFP immunostaining in red) is only present in tNBs that express endogenous Chinmo (anti-Chinmo immunostaining in grey). This demonstrates post-transcriptional regulation via the chinmo UTRs in tNBs. This is consistent with the ubiquitous presence of chinmo mRNA in all tNBs as detected with the single-cell RNA-seq protocol.

**Figure 1—figure supplement 5.**
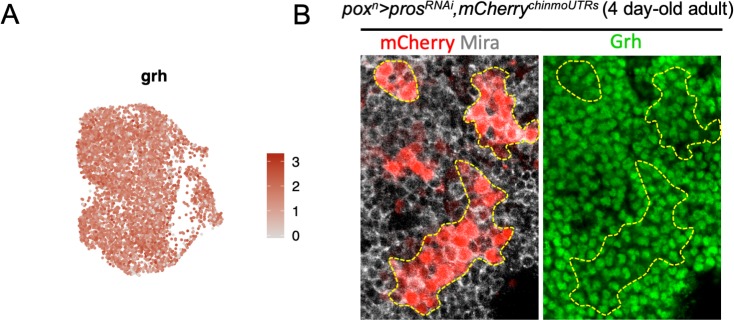
Grh is expressed in all tNBs. (**A**) grh mRNA is detected in most if not all tNBs throughout the UMAP representation. (**B**) All tNBs in 4 day-old adult express grh as shown by immunostainings.

We next proceeded to graph-based clustering. This led to a UMAP representation composed of five main clusters and two smaller ones (Figure 1B). Although tNBs *pox^n^ > pros^RNAi^* tumors may occasionally differentiate in neurons (Narbonne-Reveau et al., 2016), *pox^n^-GAL4* is only active in the tNB population. Therefore, we expected the population of GFP^+^ cells after FACS sorting to be exclusively composed of tNBs. Consistently, NB identity genes like *miranda* (*mira*) or *deadpan* (*dpn*), appeared homogeneously distributed on the UMAP representation while genes defining cholinergic (*VAChT*), GABAergic (*Gad1)* and glutamatergic (*VGlut)* neurons were absent (Figure 1C and Figure 1—figure supplement 2A). Similarly, pan-glial genes (*repo*) were not detected (Figure 1—figure supplement 2A). The two smaller clusters appear to be composed of tNBs expressing stress or growth arrest factors such as *Gadd45*, *Irbp18*, *Xrp1* and *GstE6* possibly composing a sub-population of tNBs under cellular stress (Figure 1—figure supplement 2B) (Akdemir et al., 2007; Francis et al., 2016; Lee et al., 2018). Differential expression analysis identifies ‘cluster 2’ (1268 out of 5740 cells (22%)) as being strongly defined by the expression of the early NB temporal marker Imp (Figure 1C and Figure 1—figure supplement 2C). In contrast, E93 expression inversely correlates with Imp expression on the UMAP representation, being strongly expressed throughout all other clusters (Figure 1C). The presence of 4 large clusters (clusters 0, 1, 3, 4) within the E93 expression domain on the UMAP representation implies further cellular heterogeneity within the E93^+^ tNB population (Figure 1B and Figure 1—figure supplement 2C). We then crossed the list of genes that discriminates the Imp^+^ cluster 2 from the E93^+^ clusters (0, 1, 3, 4) with the lists of genes that are temporally regulated in either the mushroom body NBs, antennal lobe NBs or the type II NBs during larval development (Liu et al., 2015; Ren et al., 2017) (Figure 1—figure supplement 3). We found that the genes encoding for the transmembrane transporters Oatp74D and SP1173, the Ig-superfamily transmembrane protein Plum, the glucose metabolism protein Gapdh2, the cytoskeleton protein Chd64, as well as CG10939, CG44325, CG10512 and CG5953 distinguish the Imp^+^ identity in both NBs during development and tNBs in tumors. In contrast, the CDC25 gene string (stg), CG15628, CG15646 and the long non-coding RNA *noe* constitute a subset of genes whose transcription distinguishes the E93^+^ identity in both NBs during development and tNBs in tumors (Figure 1C, Figure 1—figure supplement 3 and Figure 1—figure supplement 2D). Thus, a subset of larval NB temporal patterning genes is redeployed in tumors defining various tNB states.

Of note, chinmo mRNA is globally strongly expressed throughout all clusters (Figure 1C). This is reminiscent of its known post-transcriptional regulation in NBs throughout development (Dillard et al., 2018; Zhu et al., 2006). Consistent with a post-transcriptional regulation of *chinmo* in tumors, we found that forced transcription of a UAS-mCherry^chinmoUTRs^ transgene, in which the mCherry ORF is flanked by the 5’ and 3’ UTRs of chinmo (Dillard et al., 2018), in the tumor led to mCherry expression only in the tNBs that express the endogenous Chinmo (Figure 1—figure supplement 4). Chinmo^+^ tNBs also co-express Imp (Figure 1D). Thus, as in NBs during development, *chinmo* is regulated at the post-transcriptional level in tumors. During development, *chinmo* is post-transcriptionally silenced by Syp whose expression is activated in late NBs (Liu et al., 2015; Ren et al., 2017; Syed et al., 2017). Surprisingly, in tumors, Syp mRNA is not restricted to E93^+^ tNBs, as it is also highly transcribed in the Imp^+^ tNBs of cluster 2 (Figure 1C). However, when *Syp* expression was assessed by immunostaining in 6 days-old adult tumors, Syp was absent from Chinmo^+^Imp^+^ tNBs. Instead anti-Syp immunostaining labeled most if not all other tNBs, that were also positive for anti-E93 (Figure 1D,E). Thus, unlike in larval NBs where *Syp* is transcriptionally controlled along development, its expression in tNBs appears to be regulated mainly at the post-transcriptional level. We also find that the temporal transcription factors *cas* and *svp* that are expressed in Imp^+^ NBs during early larval stages (Maurange et al., 2008; Ren et al., 2017; Syed et al., 2017) are not enriched in cluster 2 indicating further differences between Imp^+^ NBs during development and tumorigenesis (Figure 1—figure supplement 3). In addition, while the transcription factor Broad (Br) is a pan-NB marker of late temporal identity during larval development (Liu et al., 2015; Maurange et al., 2008; Ren et al., 2017; Syed et al., 2017) (Figure 1—figure supplement 3), it is not enriched in E93^+^ tNBs demonstrating differences with late larval NBs (Figure 1—figure supplement 3). Lastly, single-cell RNA-seq and immunostainings also showed that all tNBs express the late embryonic and larval temporal transcription factors Grh (Figure 1—figure supplement 5) (Brody and Odenwald, 2000). This suggests that tNBs do not reverse to an early embryonic temporal identity.

Although *lin-28* is known to be expressed in early larval NBs and in Chinmo^+^Imp^+^ tNBs (Narbonne-Reveau et al., 2016), mRNA levels appear to stand below the detection limit of the 10x technology, a current limitation of droplet-based assays, as it is hardly detected and not enriched in ‘cluster 2’ containing Imp^+^ tNBs (Figure 1C and Figure 1—figure supplement 3). Low cellular levels of lin-28 mRNA are consistent with a previous RNA-seq experiment on bulk tumors performed by the lab (about 120 times lower than levels of Imp mRNAs) (Narbonne-Reveau et al., 2016).

In conclusion, single cell transcriptomics identify a number of larval NB temporal patterning genes that are redeployed in tumors to define distinct tNB subpopulations (Figure 1F). Of these, Chinmo^+^Imp^+^ tNBs and Syp^+^E93^+^ tNBs, as defined by immunostainings, compose two exclusive subpopulations encompassing most if not all tNBs.

### *pox^n^ > pros^RNAi^* NB tumors progress to reproducible heterogeneity

To investigate how tumor heterogeneity emerges and is regulated during the course of tumor growth, we co-stained tumors for Chinmo and Syp (respective markers for the Chinmo^+^Imp^+^ and Syp^+^E93^+^ tNBs) as they grow from their initiation during early larval to adult stages. Immuno-stainings performed about 24 hours after *pros* knockdown (late L2 stage) indicated that pox^n+^ NBs initially amplify to form small pools of Chinmo^+^Imp^+^ tNBs (Figure 2A).

**Figure 2.**
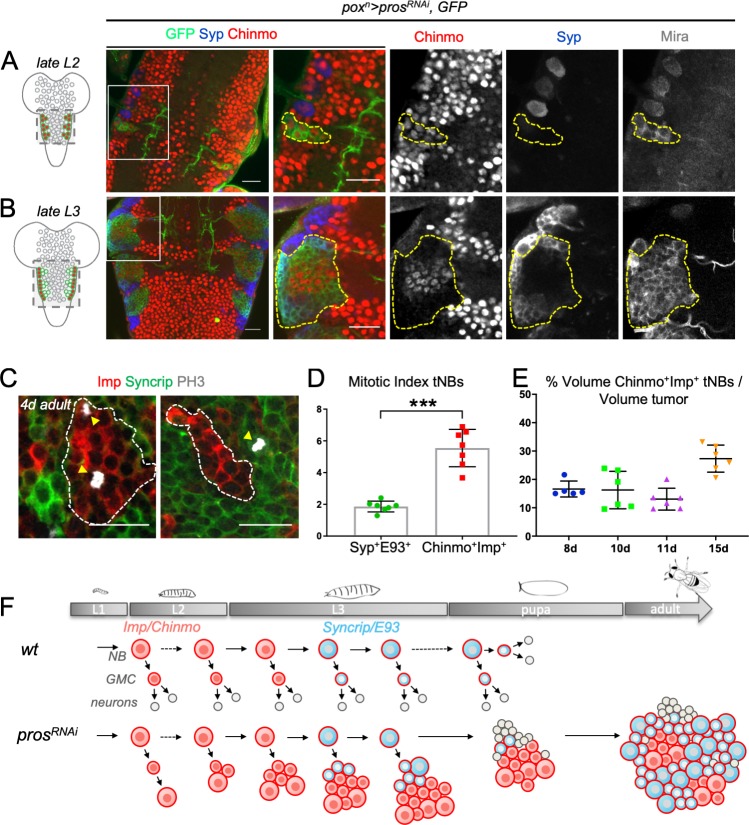
Dynamics of cell heterogeneity in *pox^n^ > pros^RNAi^* NB tumors. (**A,B**) Cartoons represent a ventral view of the *Drosophila* CNS at late L2 and late L3. Gray circles represent normal NBs. Green circles are *pros^RNAi^* tNBs. Red tNBs express *chinmo*. Tumors were induced by knocking down *pros* in six NBs located in the VNC, throughout larval development, using the *pox^n^-Gal4, UAS-pros^RNAi^, UAS-GFP*, *UAS-dicer2* system (*pox^n^ > pros^RNAi^*). Because *chinmo* is always co-expressed with *Imp* in NBs, we use either anti-Chinmo or anti-Imp to label Chinmo^+^Imp^+^ tNBs. We also used Syp to label Syp^+^E93^+^ tNBs. (**A**) *pox^n^ > pros^RNAi^* initially induces pools of tNBs all expressing Chinmo in early larvae (L2). tNBs are marked with anti-Mira and anti-GFP. (**B**) In late larvae (L3), *pox^n^ > pros^RNAi^* tumors are composed by two distinct populations of tNBs respectively expressing Chinmo and Syp. Tumors are marked with anti-GFP and delineated by dashed lines. (**C**) Mitotic Imp^+^ tNBs and Syp^+^tNBs are marked with anti-PH3 in *pox^n^ > pros^RNAi^* tumors persisting in 4-day-old adults. (**D**) Quantification of the mitotic index of Chinmo^+^Imp^+^ tNBs (n = 7 VNCs) and Syp^+^E93^+^ tNBs (n = 7 VNCs) in *pox^n^ > pros^RNAi^* tumors of 4-day-old adults. p=0.0006. (**E**) Proportion of Chinmo^+^Imp^+^ tNBs over all tNBs composing tumors (volumes of each population are measured) at 8 days (8d) (n = 5), 10d (n = 6), 11d (n = 6) and 15d (n = 6) after tumor induction. Each dot represents the % for one tumor. (**F**) Scheme depicting the dynamics of tumor composition: from a homogeneous pool of Chinmo^+^Imp^+^ tNBs in early larvae to a heterogeneous tumor with a minor population of Chinmo^+^Imp^+^ and a majority of Syp^+^E93^+^ tNBs. Scale bars, 20 µm.

**Figure 2—figure supplement 1.**
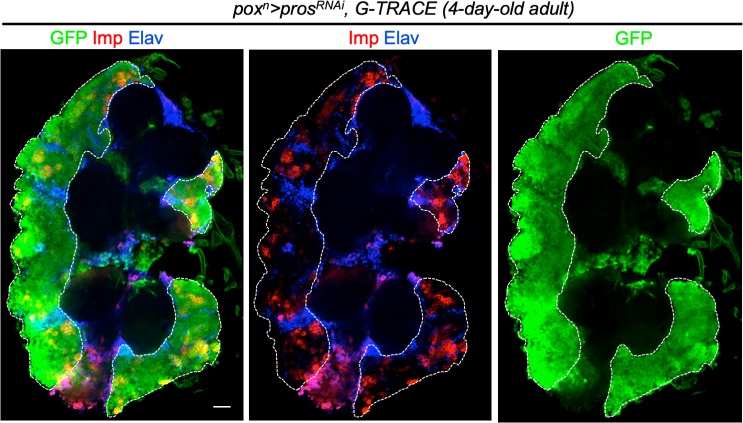
*pox^n^ > pros^RNAi^* tumors exhibit low levels of neuronal differentiation in adults. The G-TRACE system allows the permanent GFP labeling of neurons generated by *pox^n^ > pros^RNAi^* tNBs. Tumor neurons, marked with anti-GFP and anti-Elav, are usually grouped and represent a minor population of cells poorly contributing to tumor mass in 4-day-old *pox^n^ > pros^RNAi^* adult tumors. Tumor neurons localize outside the Chinmo^+^Imp^+^ tNB clusters marked with anti-GFP and anti-Imp.

No Syp^+^ tNBs are present at this stage. However, from early to late L3, a distinct population of Syp^+^ tNBs emerges within tumors (Figure 2B). Thus, Syp^+^ tNBs appear in tumors at about the time when normal NBs undergo the Imp-to-Syp switch regulated by the progression of temporal transcription factors (Maurange et al., 2008; Narbonne-Reveau et al., 2016; Ren et al., 2017; Syed et al., 2017). In adults, Chinmo^+^Imp^+^ tNBs are encountered in small clusters surrounded by large fields of Syp^+^ tNBs (Figure 1D). Thus, the initial pool of Chinmo^+^Imp^+^ tNBs evolves to generate tumors with two distinct compartments. Both the Chinmo^+^Imp^+^ and Syp^+^E93^+^ compartments show mitotic activity (Figure 2C), although the mitotic index is globally lower in the Syp^+^E93^+^ compartment (Figure 2D).

Then, following immunostaining, confocal imaging and 3D reconstruction, we quantified the proportion of Chinmo^+^Imp^+^ and Syp^+^E93^+^ tNBs within tumors aged of 8, 10, 11 and 15 days (induced in L2 and dissected in 1, 3, 4, and 8-day-old adults respectively). In total, more than 20 tumors were dissected and we reproducibly found a relatively invariant proportion of 20% of Chinmo^+^Imp^+^ tNBs (±10) at the different time-points (Figure 2E). This proportion is consistent with the proportion of Imp^+^ tNBs composing ‘cluster 2’ identified with the single-cell RNA-seq analysis performed from tumors of 4-to-6-day-old adults (tumors induced 11 to 13 days earlier) (Figure 1C,D). Thus, Chinmo^+^Imp^+^ tNBs globally exhibit a higher mitotic index but, counterintuitively, they rapidly become a minority compared to Syp^+^E93^+^ tNBs (Figure 2E,F). Note that neurons deriving from tNBs are rare in the bulk of the tumor and only mildly contribute to the tumor mass (Figure 2—figure supplement 1). In conclusion, *pox^n^ > pros^RNAi^* tumors rapidly evolve from a homogenous population of Chinmo^+^Imp^+^ tNBs in early larvae to a heterogeneous population of Chinmo^+^Imp^+^ and Syp^+^E93^+^ tNBs in adults. In adults, tNB populations appear to reach a relatively stable equilibrium where Chinmo^+^Imp^+^ tNBs are in minority despite an apparent higher mitotic index. The intertumoral reproducibility of this population dynamics suggests the existence of robust intratumoral constraints.

### *pox^n^ > pros^RNAi^* NB tumors follow a rigid hierarchical scheme

To investigate in details the rules governing the population dynamics of Chinmo^+^Imp^+^ and Syp^+^E93^+^ tNBs, we designed lineage analysis experiments in vivo. We used the Flybow technique combined with our *pox^n^ > pros^RNAi^* system to generate random mCherry-labeled clones in otherwise GFP^+^ tumors (Hadjieconomou et al., 2011). Clones were randomly induced at low frequency (in about 1% to 2% of tNBs) in 2-day-old adults containing *pox^n^ > pros^RNAi^* tumors, and examined along a time course. Of note, even 12 days after clonal induction (ACI), clones could be easily delineated, with mCherry^+^ cells depicted no or little dispersion denoting no active migration (Figure 3—figure supplement 1). This allowed us to characterize individual mCherry^+^ clones 8 hours, 2 days, 4 days and 8 days ACI (Figure 3A). We used Chinmo as a marker for Chinmo^+^Imp^+^ tNBs and its absence as a marker for Syp^+^E93^+^ tNBs. Along this time lapse, we could observe three categories of clones: clones exclusively composed of Chinmo^+^Imp^+^ tNBs (further termed CI clones), MIXED clones composed of both Chinmo^+^Imp^+^ and Syp^+^E93^+^ tNBs (they therefore contain at least two tNBs), and clones exclusively composed of Syp^+^E93^+^ tNBs (further termed SYP clones) (Figure 3C). The existence of clones exclusively composed of either Chinmo^+^Imp^+^ or Syp^+^E93^+^ tNBs is consistent with the ability of both types of tNBs to undergo self-renewing divisions. In addition, the existence of a subset of MIXED clones implies that Chinmo^+^Imp^+^ or Syp^+^E93^+^ tNBs may derive from a common precursor of either identity. In addition, clones display a large heterogeneity in their size at 8 days ACI (Figure 3A,B), indicating that all tumor cells do not possess the same proliferation potential. Interestingly, we observed that the proportion of the different categories of clones is dynamic over the period of 8 days. The proportion of CI clones exhibits a rapid decrease that is paralleled with an increase in the proportion of MIXED clones and a slight increase in the proportion of SYP clones (Figure 3D). We sought to investigate whether these clonal dynamics could reflect hierarchical rules within the tumor.

**Figure 3.**
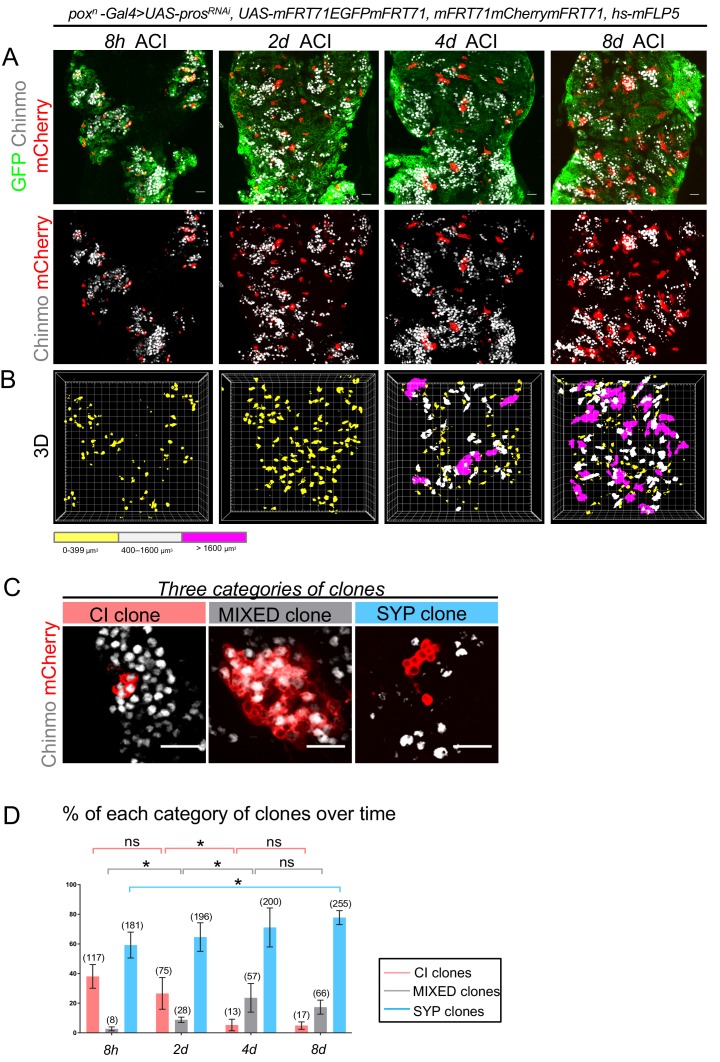
Clonal analysis in *pox^n^ > pros^RNAi^* NB tumors. (**A**) Clones are labeled with mCherry and observed 8 hours (8h), 2 days (2d), 4 days (4d) and 8 days (8d) after clonal induction (ACI) in *pox^n^ > pros^RNAi^* tumors. mCherry^-^ tNBs are GFP^+^. Images represent one confocal section. (**B**) 3D projections of clones 8 hr, 2d, 4d and 8d ACI. The color-code labels clones according to their volume. (**C**) Three categories of clones can be identified in *pox^n^ > pros^RNAi^* tumors: clones composed of Chinmo^+^Imp^+^ tNBs only (CI clones), clones composed of both Chinmo^+^Imp^+^ and Syp^+^E93^+^ tNBs (MIXED clones), and clones composed of Syp^+^E93^+^ tNBs only (SYP clones). Chinmo^+^Imp^+^ tNBs are identified by the presence of Chinmo. Syp^+^ tNBs are identified by the absence of Chinmo. (**D**) Proportion of CI (red), MIXED (gray) and SYP (blue) clones 8h, 2d, 4d and 8d ACI. Proportion of CI clones 8h ACI (n = 117 clones from 4 VNCs); 2d ACI (n = 75 clones from 4 VNCs); 4d ACI (n = 13 clones from 5 VNCs); 8d ACI (n = 17 clones from 5 VNCs). *P* between CI clones at 8h and 2d ACI -> *P*_CI8h/2d_ = 0.2; *P*_CI2d/4d _= 0.016; *P*_CI4d/8d _= 0.88. Proportion of MIXED clones 8h ACI (n = 8 clones from 4 VNCs); 2d ACI (n = 28 clones from 4 VNCs); 4d ACI (n = 57 clones from 5 VNCs); 8d ACI (n = 66 clones from 5 VNCs). *P*_MIXED8h/2d _= 0.029; *P*_MIXED2d/4d _= 0.016; *P*_MIXED4d/8d _= 0.31. Proportion of SYP clones 8h ACI (n = 181 clones from 4 VNCs); 2d ACI (n = 196 clones from 4 VNCs); 4d ACI (n = 200 clones from 5 VNCs); 8d ACI (n = 255 clones from 5 VNCs). *P*_SYP8h/8d _= 0.016. Scale bars, 20 µm.

**Figure 3—figure supplement 1.**
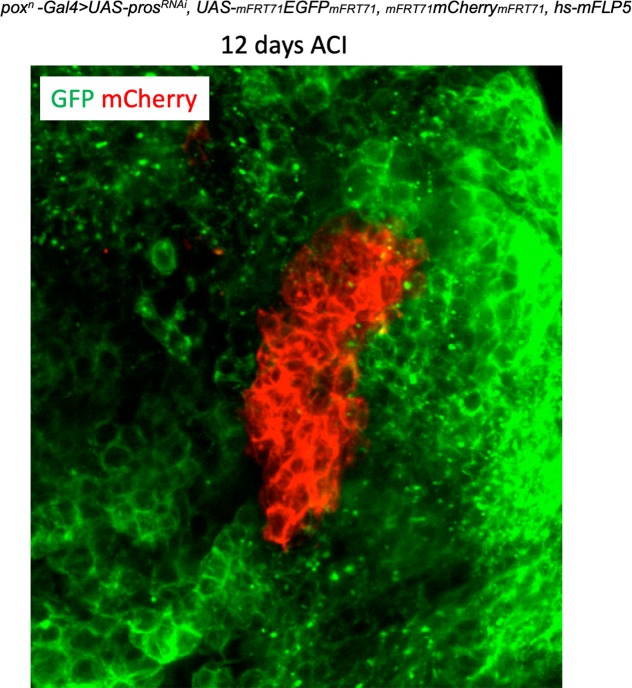
tNBs within a clone do not disperse. The picture depicts a large mCherry+ clones within an adult poxn > prosRNAi tumor 12 days after clonal induction. Clones were induced using the Flybow technique in tumors from 2 day-old adults. mCherry+ clone cells do not disperse allowing the tracking and examination of individual clones over long periods of time.

For this purpose, we designed a stochastic numerical model of clone growth (see Materials and methods for details). The model follows a simple algorithm (Figure 4A). Each clone starts from a single tNB. In the model, Chinmo^+^Imp^+^ tNBs are referred to as C cells while Syp^+^E93^+^ tNBs are referred to as S cells. The initial tNB can either be Chinmo^+^Imp^+^ (probability $p_{c}$) or Syp^+^E93^+^ (probability ${1-p}_{c}$). At each numerical time step, each cell in the clone (initially one) has a given probability to divide, set by its division time (T_c_ and T_s_). Upon division, Chinmo^+^Imp^+^ tNBs can either duplicate (C→CC), generate two Syp^+^E93^+^ tNBs (C→SS), or undergo fate asymmetric division (C→CS). Similarly, Syp^+^E93^+^ tNBs can either duplicate (S→SS), generate two Chinmo^+^Imp^+^ tNBs (S→CC), or undergo fate asymmetric division (S→CS). Each new tNB has a probability to exit the cell-cycle and enter quiescence. In modeling terms, we asked whether hierarchical or plastic schemes of cell divisions are compatible with the proportions of clone categories observed experimentally.

**Figure 4.**
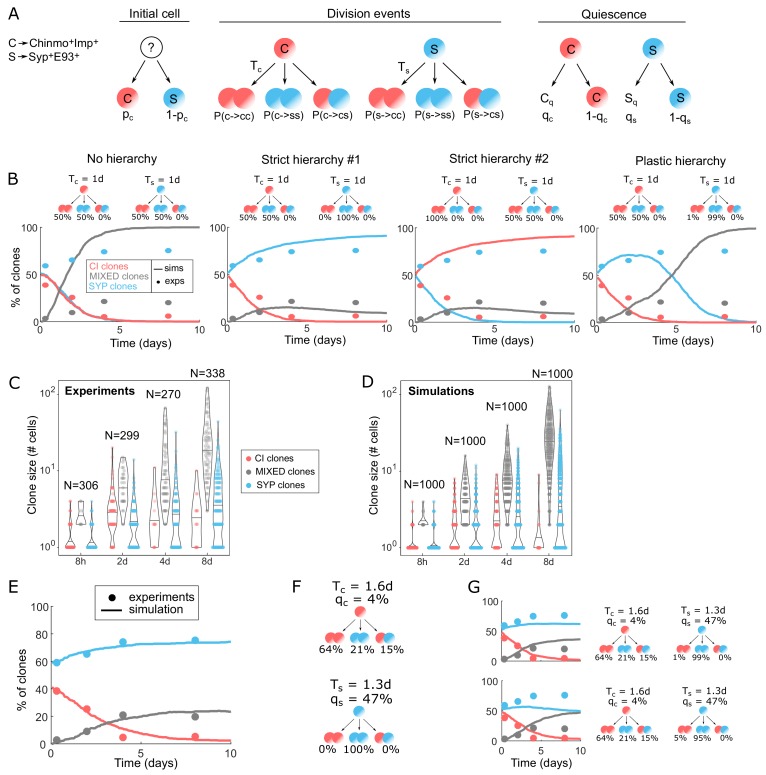
Modeling tumor hierarchy and the dynamics of cellular heterogeneity. (**A**) Cartoon of the stochastic clone model. C stands for Chinmo^+^Imp^+^ tNBs, S stands for Syp^+^E93^+^ tNBs. T_c_ means ‘division time of Chinmo^+^Imp^+^ tNBs’, T_s_ means ‘division time of Syp^+^E93^+^ tNBs’. C_q_ stands for quiescent Chinmo^+^Imp^+^ tNB, S_q_ stands for quiescent Syp^+^E93^+^ tNB. q_c_ and q_s_ are the probabilities for Chinmo^+^Imp^+^ and Syp^+^E93^+^ tNBs to be quiescent after being generated. (**B**) Dynamics of proportion for each clone category in four extreme model scenarios: No hierarchy, Strict hierarchy #1, Strict hierarchy #2, Plastic hierarchy. Solid lines represent the simulations (n = 1000 clones), dots represent experimental measurements. Cartoons above graphs represent the division probabilities used to generate each graph. (**C**) Violin plots depicting distributions of clone sizes (number of cells) for each category calculated from the experiments. (**D**) Violin plots depicting distributions of clone sizes (number of cells) for each category of clones after simulation, using the set of parameters minimizing the error. Center lines of boxes show the medians. (**E**) Proportion of clones over time in each category using the set of parameters minimizing the error. Solid lines represent the simulations (n = 1000 clones), dots represent experimental measurements. (**F**) Hierarchical scheme able to recapitulate the dynamics of clone growth and composition, with the parameters measured from the experimental data and defined by the fit. (**G**) Proportion of clones in each category using the set of parameters minimizing the error while allowing a small chance of reverse division from S to C (top: 1%, bottom: 5%).

**Figure 4—figure supplement 1.**
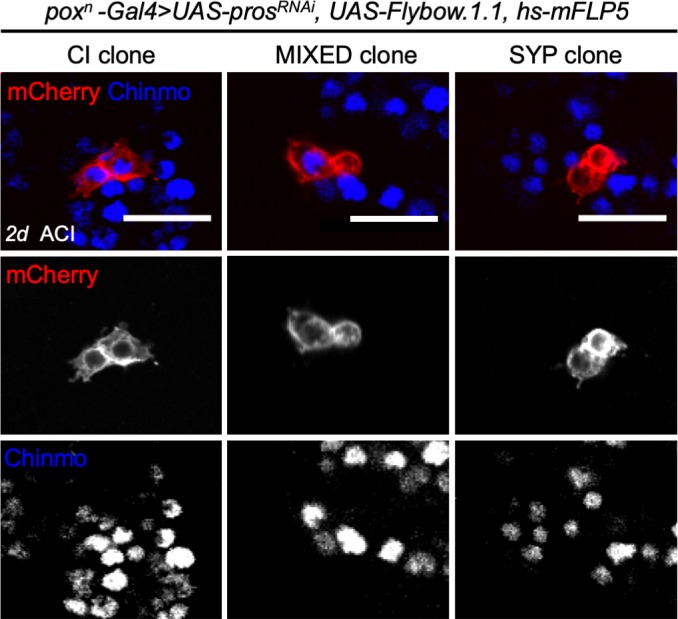
Three categories of two-cell clones in *pox^n^ > pros^RNAi^* NB tumors suggesting that tNBs can undergo fate symmetric and fate asymmetric divisions . Clones within tumors are labeled with mCherry and observed 2 days (2d) after clonal induction (ACI) in *pox^n^ > pros^RNAi^* tumors. Three categories of two-cell clones can be identified in *pox^n^ > pros^RNAi^* tumors: clones composed of two Chinmo^+^Imp^+^ tNBs (CI clones), clones composed of one Chinmo^+^Imp^+^ tNB and one Syp^+^E93^+^ tNB (MIXED clones), and clones composed of two Syp^+^E93^+^ tNBs (SYP clones). Chinmo^+^Imp^+^ tNBs are marked by the presence of Chinmo. Syp^+^ tNBs are identified by the absence of Chinmo. Images represent one confocal section. Scale bars, 20 µm.

**Figure 4—figure supplement 2.**
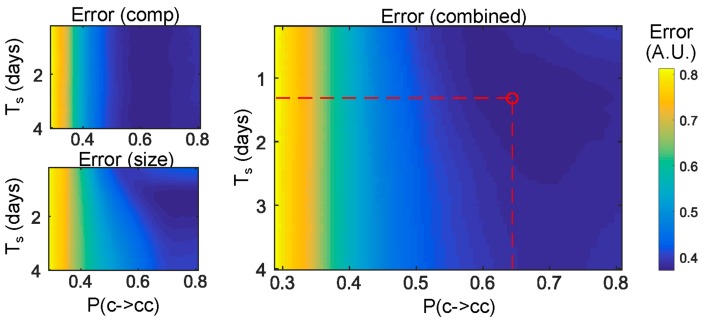
Error maps Normalized error maps in the (Ts,P(c->cc)) space. Top left: error on clone compositions; bottom left: error on clone sizes; right: combined error.

We first tested four simplified scenarios, in which we neglected quiescence and asymmetric divisions, and assumed that C and S cells have the same division time. In each case, we simulated the growth of 1000 clones and plotted the proportion of clones in each category. In the first scenario (‘No hierarchy’), Chinmo^+^Imp^+^ tNBs have 50% chance to duplicate (symmetric self-renewing divisions C→CC), and 50% chance to divide into two Syp^+^E93^+^ tNBs (C→SS). Similarly, Syp^+^E93^+^ tNBs have 50% chance to duplicate (S→SS), and 50% chance to divide into two Chinmo^+^Imp^+^ tNBs (S→CC). Unlike our experimental observations, this non-hierarchical scenario leads to a symmetric outcome, in which all clones rapidly become mixed, while the proportion of CI and SYP clones rapidly decays to zero (Figure 4B). In the second scenario (‘Strict hierarchy #1’), Chinmo^+^Imp^+^ tNBs still have 50% chance to duplicate (C→CC), and 50% chance to divide into two Syp^+^E93^+^ tNBs (C→SS) but Syp^+^E93^+^ tNBs can only self-renew (S→SS). This hierarchical scheme leads to a fully different outcome, with a large proportion of clones remaining only composed of Syp^+^E93^+^ tNBs (SYP clones), while the proportion of clones only composed of Chinmo^+^Imp^+^ tNBs (CI clones) rapidly decays, which is consistent with our experimental observations (Figure 4B). In the third scenario, we also tested the reverse hierarchical scheme (‘Strict hierarchy #2’) where Syp^+^E93^+^ tNBs still have 50% chance to duplicate (S→SS), and 50% chance to divide into two Chinmo^+^Imp^+^ tNBs (S→CC) but Chinmo^+^Imp^+^ tNBs can only self-renew (C→CC). Consistently, we observed results opposite to the second scenario, with CI clones rapidly becoming dominant instead of SYP clones (Figure 4B). These scenarios therefore suggest that *pox^n^ > pros^RNAi^* NB tumors follow a rather hierarchical scheme with Chinmo^+^Imp^+^ tNBs at the top of the hierarchy. Finally, we tested a fourth ‘Plastic hierarchy’ scenario for which we maintain this hierarchy, but also give Syp^+^E93^+^ tNBs a small probability (1%) to generate Chinmo^+^Imp^+^ tNBs (S→CC). This is sufficient to drastically change the outcome of the simulations, as it prevents the long-term maintenance of SYP clones (Figure 4B, right panel). These four model scenarios combined to our experimental observations therefore argue for a rigid, unidirectional, Chinmo^+^Imp^+^→Syp^+^E93^+^ hierarchy between tNBs.

### The hierarchical division scheme that defines clonal growth and composition demonstrates a cancer stem cell-like role for Chinmo^+^Imp^+^ tNBs

We then sought to use the hierarchical model #1 as a basis to investigate more quantitatively the parameters that finetune tumor growth and heterogeneity. Interestingly, in vivo, significant differences in average clone size can be observed between the three categories at the different time points (Figure 4C). SYP clones grow slower than MIXED clones, suggesting either that Syp^+^E93^+^ tNBs have a slower cell-cycle speed or possess a limited self-renewing potential - similar to Syp^+^E93^+^ NBs during development – and rapidly end up exiting the cell cycle. On the other hand, the few clones that remain within the CI category at 8 days ACI tend to completely stop growing, suggesting that these clones may be composed by quiescent Chinmo^+^Imp^+^ tNBs. Consequently, we considered non-zero probabilities $q_{s}$ and $q_{c}$ for new S cells and C cells to enter quiescence. We also implemented a non-zero probability for C cells to undergo fate asymmetric divisions (Figure 4—figure supplement 1), and distinct division times for C and S cells. Thanks to a series of measurements, we could reduce the number of independent parameters to two (see Materials and methods): the probability P(c→cc), and the division time $T_{s}$ for S cells. We used these as free parameters to fit the model to the measurements of clone sizes and compositions at 8 hours, 2, 4 and 8 days ACI. To that end, we computed error maps for clone composition and clone size in the $\left(Pc\to cc,T_{s}\right)$ plane, and eventually a combined error map (Figure 4—figure supplement 2). We found that the error is minimized for $P\left(c\to cc\right)=0.64$ and $T_{s}=1.3$ days, from which we determine all the other parameters. Notably, Syp^+^ tNBs have a much higher probability (47%) to enter quiescence than Chinmo^+^Imp^+^ tNBs (4%), consistent with the slower growth of SYP clones. Using the set of parameters determined by the fit (Figure 4F), we found an excellent agreement between experiments and simulations, for both clone sizes (Figure 4C, D) and clone compositions (Figure 4E). Modulating these parameters to allow a small probability for S→CC reverse divisions (1% or 5%) significantly affected the simulations outcome, leading to an important loss of SYP clones and a concomitant increase of MIXED clones (Figure 4G). This further demonstrates that reverse divisions from Syp^+^E93^+^ tNBs to Chinmo^+^Imp^+^ tNBs are either very low or inexistent, at least during the first weeks of tumor growth.

Altogether, our clonal analysis demonstrates that NB tumors are strongly hierarchical. Chinmo^+^Imp^+^ tNBs are at the top at the hierarchy. They have a preference for symmetric self-renewing divisions, allowing their perpetuation, and rarely become quiescent allowing tumor growth propagation. They can also undergo fate asymmetric or symmetric differentiation divisions in order to generate Syp^+^E93^+^ tNBs, albeit with a lower probability. Subsequent Syp^+^E93^+^ tNBs can undergo symmetric self-renewing divisions but exhibit a high propensity for rapid cell-cycle exit and cannot generate Chinmo^+^Imp^+^ tNBs. Consequently, Syp^+^E93^+^ tNBs cannot generate large and heterogeneous clones in tumors unlike Chinmo^+^Imp^+^ tNBs. This set of characteristics (Figure 4F) thus confers cancer stem cell (CSC)-like properties to Chinmo^+^Imp^+^ tNBs (Nassar and Blanpain, 2016; Nguyen et al., 2012; Valent et al., 2012).

### Tumor composition is predictable but varies according to the cell of origin

We then tested whether the set of parameters defined by our analysis of clonal growth could recapitulate the tNB population dynamics, from homogeneity (in early larvae) to stable heterogeneity (in adults). When applying the uncovered set of parameters to a homogenous pool of Chimo^+^Imp^+^ tNBs as observed in early larvae (Figure 2A), simulations via the stochastic or a deterministic version of the model (see Materials and methods) predict that Chimo^+^Imp^+^ and Syp^+^E93^+^ tNB populations rapidly reach an equilibrium with a 20/80 ratio (Figure 5A). Remarkably, this is consistent with our observations that the population of Chinmo^+^Imp^+^ tNBs invariably progresses to the minority, and reaches a similar equilibrium in vivo (Figure 2E). Our observation that all *pox^n^ > pros^RNAi^* tumors invariably reach an approximate 20/80 equilibrium during adulthood suggests a robust hierarchical scheme able to buffer intrinsic or extrinsic perturbations inherent to biological systems. Interestingly, changing the initial proportions of tNBs in the simulation does not affect the final equilibrium (Figure 5B). Thus, the uncovered hierarchical scheme robustly reproduces the observed dynamics of intratumoral heterogeneity, at least during the first two and half weeks of tumor growth (from L1 to 10-day-old adults) and provides robustness to accommodate biological perturbations.

**Figure 5.**
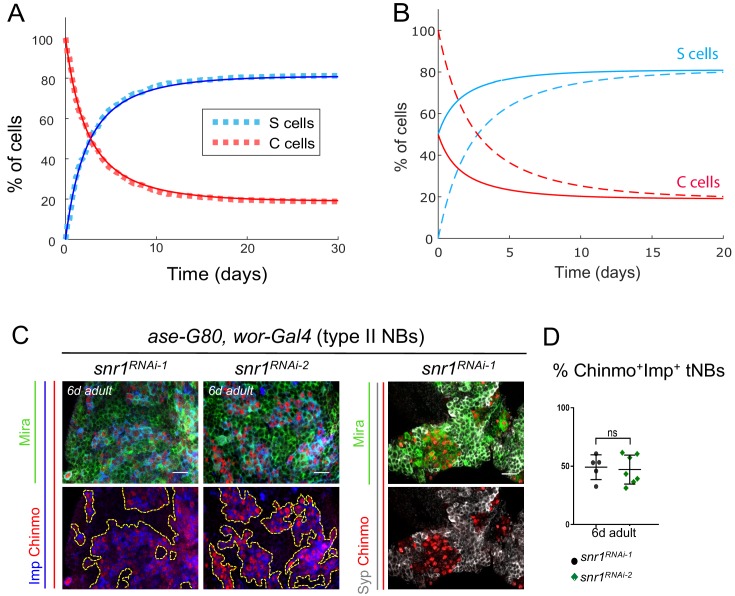
The final proportions of Chinmo^+^Imp^+^ and Syp^+^E93^+^ tNBs are not influenced by their initial proportions and depend on the tumor type. (**A**) Proportion of Syp^+^E93^+^ (blue) and Chinmo^+^Imp^+^ (red) tNBs over time using the set of parameter values determined by the error minimization and starting from 100% of Chinmo^+^Imp^+^ tNBs. Dashed lines represent a stochastic simulation (clone model), thin lines represent the prediction of the deterministic model. An equilibrium is rapidly reached were Chinmo^+^Imp^+^ tNBs represent about 20% of all tNBs. (**B**) Dashed curves: evolution of the proportions of Syp^+^E93^+^ (blue) and Chinmo^+^Imp^+^ (red) tNBs, as predicted by the deterministic model, when starting with 100% of Chinmo^+^Imp^+^. Plain curves: evolution of the proportions of Syp^+^E93^+^ (blue) and Chinmo^+^Imp^+^ (red) tNBs, as predicted by the deterministic model, when starting with 50% of Chinmo^+^Imp^+^ and 50% of Syp^+^E93^+^ tNBs. In both scenarios, the same equilibrium is reached. (**C**) *UAS-snr1^RNAi^* transgenes are expressed in type II NBs using the *ase-Gal80, wor-Gal4, UAS-dicer2* system causing NB tumors that persist in the CB of adult flies. tNBs in 6-day-old adults are marked with Mira, Imp, Chinmo and Syp. (**D**) Proportion of Chinmo^+^Imp^+^ tNBs in *ase-G80, wor > snrRNAi^RNAi-1^* (n = 5 CB) and *ase-G80, wor > snrRNAi^RNAi-2^* (n = 7 CB) tumors in 6-day-old adults (volume of Chinmo+Imp+ tNBs over volume of all tNBs x 100) . p=0.0061. Scale bars, 20 µm.

To investigate whether the 20/80 ratio is a property of all NB tumors, we measured this ratio in tumors induced by the loss of the SWI/SNF factor *snr1* in larval type II NBs of the central brain (Eroglu et al., 2014; Koe et al., 2014). As for *pox^n^ > pros^RNAi^* tumors, late larval and adult NB tumors induced by a null *Snr1* allele or *Snr1^RNAi^* are composed by a mix of Chinmo^+^Imp^+^ tNBs and Syp^+^ tNBs (Figure 5C). As for *pox^n^ > pros^RNAi^* tumors the ratio of Chinmo^+^Imp^+^ over Syp^+^ tNBs is reproducible from adult to adult tumors (Figure 5D). However, we observed that it is different from *pox^n^ > pros^RNAi^* tumors with an approximate 50/50 ± 10 ratio encountered in *Snr1^RNAi^* tumors. Thus, the rules finetuning the parameters defining the hierarchical scheme in the different types of tumors are robust, but tumor-specific, possibly determined by the NB of origin.

### Imp and Syp antagonistically regulate NB growth and self-renewal during development and tumorigenesis via *chinmo*

We then investigated the role of the two RNA-binding proteins Imp and Syp in tumor growth and cellular heterogeneity. We had previously demonstrated that Imp sustains NB tumor growth beyond normal developmental stages at least partially by promoting *chinmo* expression (Narbonne-Reveau et al., 2016). To investigate the function of Syp within the tumor context, we knocked it down in *pox^n^ > pros^RNAi^* tumors from their initiation. *Syp* knockdown led to tumors almost exclusively constituted of Chinmo^+^Imp^+^ tNBs (Figure 6A,B). This is consistent with the finding that *Syp* knockdown induces maintenance of both Imp (Yang et al., 2017) and Chinmo in NBs during development (Figure 6—figure supplement 1). This suggests that in absence of Syp, Chinmo^+^Imp^+^ tNBs tend to exclusively undergo symmetric self-renewing divisions. As predicted by the numerical model, this should lead to an increased tumor growth rate, since Chinmo^+^Imp^+^ tNBs do not, or rarely enter quiescence, unlike Syp^+^E93^+^ tNBs (Figure 6C). Consistently, in vivo, the volume of *pros^RNAi^; Syp^RNAi^* tumors in 1-day-old adults exhibited a 3.9-fold increase compared to control *pros^RNAi^* tumors (Figure 6D and Figure 6—figure supplement 2A). By contrast, over-expressing *Syp* (*Syp^OE^*) within *pros^RNAi^* tumors blocked tumor growth in adults (Figure 6E and Figure 6—figure supplement 2A). In addition, knockdown of both *Syp* and *Imp* in *pros^RNAi^*, *Syp^RNAi^, Imp^RNAi^* tumors arrested tumor growth in adults (Figure 6F and Figure 6—figure supplement 2), and tumors lacked or exhibited low levels of Chinmo (Figure 6—figure supplement 2) demonstrating that, even in the absence of Syp, Imp is essential for Chinmo expression in tumors and that is required for their continuous growth. Thus, the overgrowth phenotype observed in *pros^RNAi^*, *Syp^RNAi^* tumors is mediated by the Chinmo/Imp module. Together, these experiments indicate that cellular heterogeneity is not required for tumor growth, and that Syp acts as a tumor suppressor. Syp restrains the population of Chinmo^+^Imp^+^ CSC-like tNBs and its inactivation in tumors abolishes the hierarchy.

**Figure 6.**
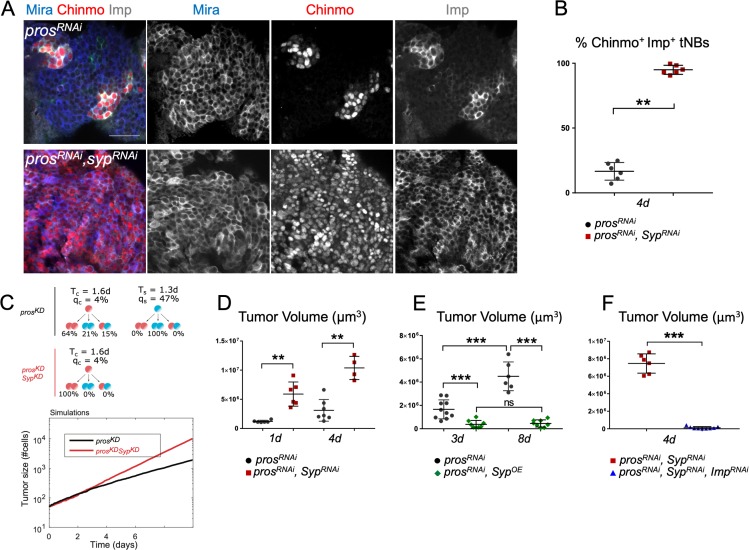
Imp and Syp antagonistically regulate the growth and heterogeneity of *pros^RNAi^* tumors. (**A**) Syp knockdown *in pox^n^ > pros^RNAi^* tumors triggers a dramatic increase of Chinmo^+^Imp^+^ tNBs. tNBs are marked with an anti-Mira antibody. (**B**) Proportion of Chinmo^+^Imp^+^ tNBs in *pox^n^ > pros^RNAi^* (n = 6 VNC) and *pox^n^ > pros^RNAi^, Syp^RNAi^* (n = 6 VNC) tumors in 4-day-old adults. p=0.0022. (**C**) Simulation of tumor growth (number of cells) in *pros^KD^* and *pros^KD^*, *Syp^KD^* (red) tumors. Quiescence probabilities are those set by the error minimization. (**D**) Volume of *pox^n^* > *pros^RNAi^* (n = 6 VNC) and *pox^n^ > pros^RNAi^, Syp^RNAi^* (n = 6 VNC) tumors in 1-day-old adults. p=0.002. Volume of *pox^n^* > *pros^RNAi^* (n = 7 VNC) and *pox^n^ > pros^RNAi^, Syp^RNAi^* (n = 4 VNC) tumors in 4-day-old adults. p=0.0061. (**E**) Volume of *pox^n^ > pros^RNAi^* tumors in 3-day-old (n = 10 VNC) and 8-day-old (n = 6 VNC) adults. p=0.00025. Volume of *pox^n^* > *pros^RNAi^* (n = 10 VNC) and *pox^n^ > pros^RNAi^, UAS-Syp* (n = 8 VNC) tumors in 3-day-old adults. p=0.0005. Volume of *pox^n^* > *pros^RNAi^* (n = 6 VNC) and *pox^n^ > pros^RNAi^, UAS-Syp* (n = 8 VNC) tumors in 8-day-old adults. p=0.00067. Volume of *pox^n^ > pros^RNAi^, Syp^OE^* tumors in 3-day-old (n = 8 VNC) and 8-day-old (n = 8 VNC) adults. p=0.7209. (**F**) Volume of *pox^n^ > pros^RNAi^, Syp^RNAi^* (n = 6 VNC) and *pox^n^ > pros^RNAi^, Imp^RNAi^, Syp^RNAi^* (n = 9 VNC) tumors in 4-day-old adults. p=0.0004.

**Figure 6—figure supplement 1.**
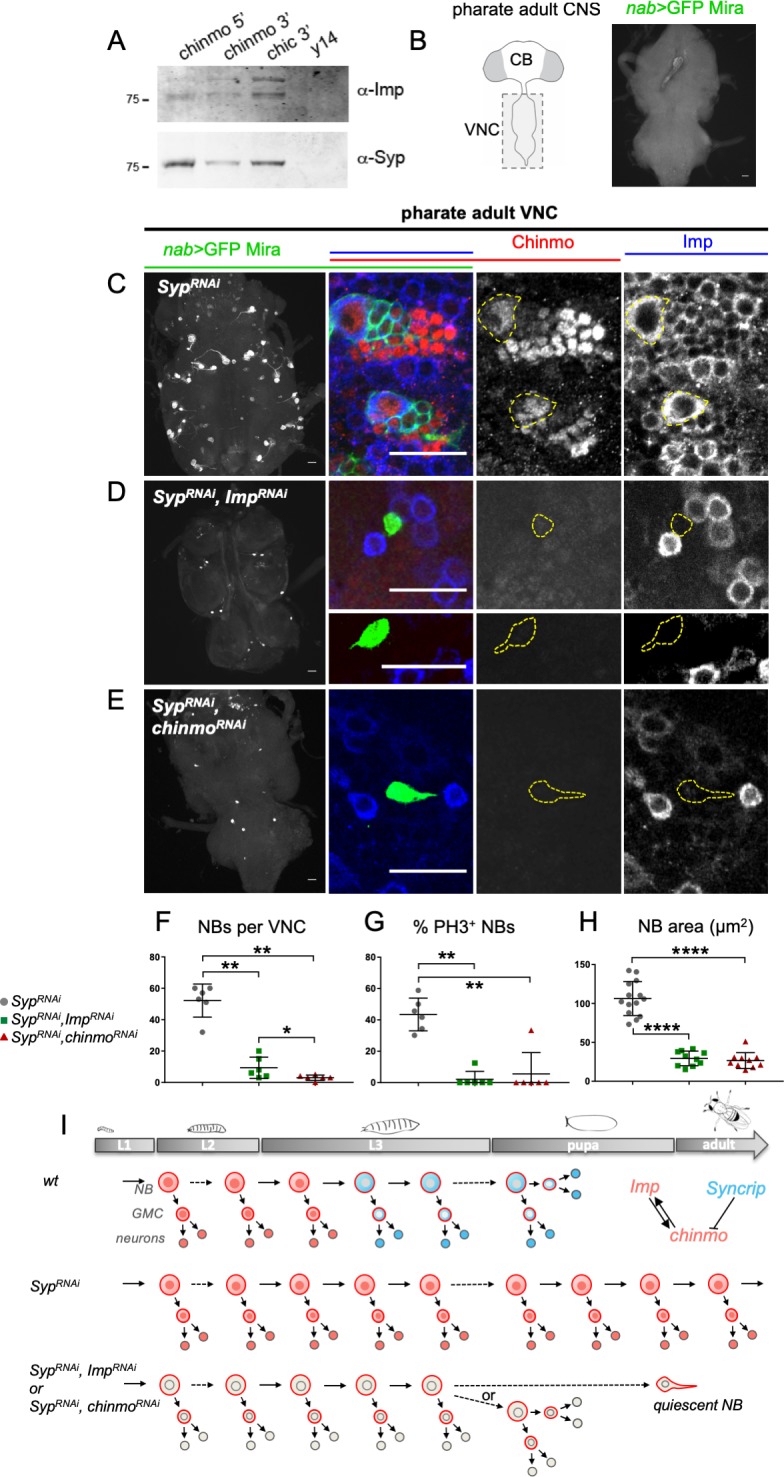
Syp silences Chinmo and Imp to limit NB self-renewal during development. (**A**) RNA affinity pull-down assay using biotinylated RNAs incubated with wild-type adult brain extracts. Proteins recovered in the bound fractions were visualized by western blot analysis. The 3’ UTR of *chickadee* (*chic*) and the coding sequence of *y14* were used as positive and negative controls respectively. (**B**) Cartoons represent a ventral view of the adult *Drosophila* CNS. The *nab-GAL4* driver is active in all NBs located in the VNC. In *nab-Gal4, UAS-dicer2, UAS-GFP* (*nab >GFP*) GFP labels NBs and their recent progeny. NBs, marked with GFP and Miranda (Mira) are not present in the VNC of *wt* pharate adults. (**C**) Syp knock-down (*nab >Syp^RNAi^*) from early larval stages induces the persistence of active Chinmo^+^Imp^+^ NBs in the VNC of pharate adults. (**D**) Most of the VNC NBs lacking both Syp and Imp (*nab >Syp^RNAi^, Imp^RNAi^*) are eliminated before the pharate adult stage. The few persisting NBs exhibit a smaller size and cytoplasmic extensions. They don’t express Chinmo and Imp. (**E**) Most of the VNC NBs lacking both Syp and Chinmo (*nab >Syp^RNAi^, Chinmo^RNAi^*) are eliminated before the pharate adult stage. The few persisting NBs exhibit a smaller size and cytoplasmic extensions. They don’t express Chinmo and Imp. (**F**) Quantification of the number of NBs per VNC in *nab >Syp^RNAi^* (n = 6 VNC), *nab >Syp^RNAi^, Imp^RNAi^* (n = 6 VNC) and *nab >Syp^RNAi^, chinmo^RNAi^* (n = 6 VNC). *P_SypKD_/_SypKD,ImpKD_* = 0.002. *P_SypKD_/_SypKD,chinmoKD_* = 0.002. *P_SypKD,ImpKD_/_SypKD,chinmoKD_* = 0.039. (**G**) Quantification of proliferating NBs, marked with PH3, in *nab >Syp^RNAi^* (n = 6 VNC), *nab >Syp^RNAi^, Imp^RNAi^* (n = 6 VNC) and *nab >Syp^RNAi^, chinmo^RNAi^* (n = 6 VNC). *P_SypKD_/_SypKD,ImpKD_* = 0.002. *P_SypKD_/_SypKD,chinmoKD_* = 0.004. (**H**) Quantification of the NB area in *nab > Syp^RNAi^* (n = 14 NBs), *nab > Syp^RNAi^, Imp^RNAi^* (n = 10 NBs) and *nab > Syp^RNAi^, chinmo^RNAi^* (n = 10 NBs). *P_SypKD_/_SypKD,ImpKD_*=<0.0001. *P_SypKD_/_SypKD,chinmoKD_*=<0.0001. (**I**) Scheme depicting the asymmetric divisions of NBs throughout larval and pupal stages and recapitulating the above experiments. Scale bars, 20 µm.

**Figure 6—figure supplement 2.**
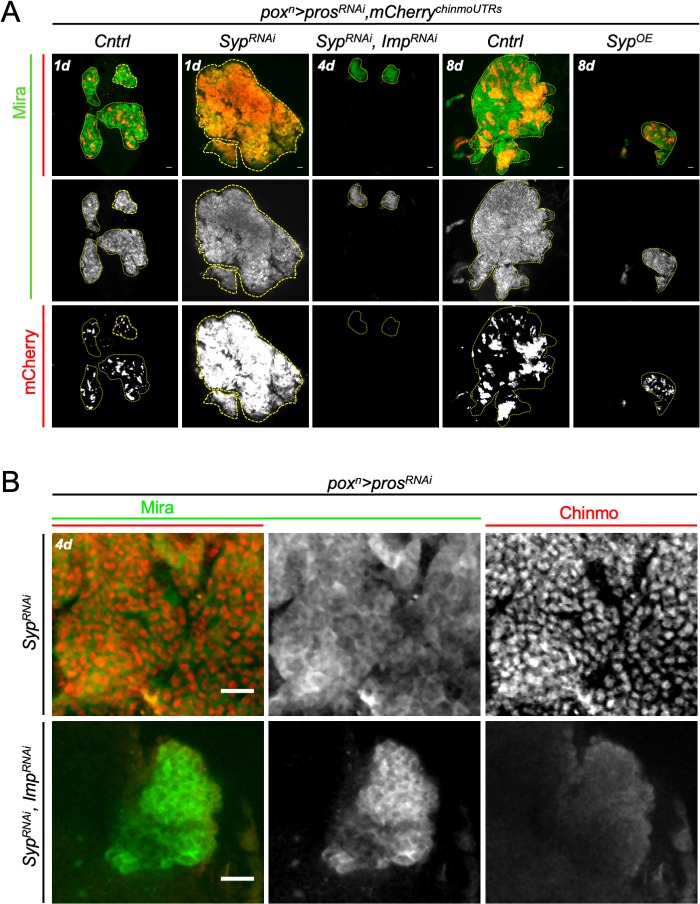
Imp and Syp antagonistically regulate tumor growth and *chinmo* expression in *pox^n^ > pros^RNAi^* NB tumors. (**A**) *pox^n^ > pros^RNAi^, Syp^RNAi ^* tumors overgrow compared to control *pox^n^ > pros^RNAi^* tumors (*Cntrl*) in 1-day-old adults (1d).Tumors fail to grow in *pox^n^* > *pros^RNAi^*, *Syp^RNAi^, Imp^RNAi^*tumors (4d). Overexpression of *Syp* in *pox^n^ > pros^RNAi^, Syp^OE^ *tumors arrests tumor growth compared to control *pox^n^ > pros^RNAi^* tumors (*Cntrl*) in 8-day-old adults (8d). Tumors are delimited by dashed lines. The *UAS-mCherry^chinmoUTRs^* is expressed in tumors where it is post-transcriptionally regulated, reflecting *chinmo* expression (Figure 1—figure supplement 4). (**B**) *pox^n^* > *pros^RNAi^*, *Syp^RNAi^* tumors are mostly composed of Chinmo^+^ tNBs. Chinmo is absent in *pox^n^ > pros^RNAi^*, *Syp^RNAi^, Imp^RNAi^* tumors indicating that Imp is necessary to promote *chinmo* expression in *pox^n^ > pros^RNAi^, Syp^RNAi^* tumors. tNBs are marked with Mira. Scale bars, 20 µm.

We then tested whether Imp and Syp exert their antagonistic activities by competing on the same RNAs. As revealed by affinity pull-down assays performed using in vitro synthesized chinmo 5’ and 3’UTRs, both Imp and Syp can associate with the UTRs of chinmo mRNA (Figure 6—figure supplement 1A). Therefore, Imp and Syp can have the same target genes. Interestingly, Syp appears to have a greater affinity for the 5’UTR (Figure 6—figure supplement 1A). This phenomenon provides a molecular explanation for the observation that chinmo 5’UTR is required for post-transcriptional silencing (Zhu et al., 2006). Together, our data indicate that NB tumor growth, hierarchy and cellular heterogeneity is governed by the finetuned activities of the two RNA-binding proteins Imp and Syp, largely via the post-transcriptional regulation of *chinmo*.

### tNBs follow a trajectory partially recapitulating larval temporal patterning

We then thought to use our single-cell RNA-seq data to investigate in more details the genes expressed along the Imp/Syp-mediated tumor hierarchy. For this purpose, we used Monocle 2 to perform a pseudotime analysis (Qiu et al., 2017a; Qiu et al., 2017b; Trapnell et al., 2014). Pseudotime analysis determines trajectories of differentiation by ordering cells according to their transcriptional changes. Our numerical model demonstrated that Chinmo^+^Imp^+^ tNBs are at the top of the tumor hierarchy. Therefore, tNBs with high levels of Imp can be positioned at the root of the pseudotime trajectory. In contrast, Syp^+^E93^+^ tNBs lie further down in the hierarchy and E93 marks late NBs during development (Ren et al., 2017; Syed et al., 2017). In consequence, tNBs expressing high levels of E93 can be assigned to the end of a differentiation trajectory. Based on these assumptions, we ran a semi-supervised ordering to uncover genes that are dynamically expressed along the Imp→E93 differentiation trajectory that occurs within *pox^n^ > pros^RNAi^* tumors. The pseudotime ordering generated a trajectory that is initially enriched in Imp^+^ tNBs and that splits into two main branches enriched in E93^+^ tNBs (Figure 7A,B). We then searched for the top 200 genes whose expression changes as a function of pseudotime. They could be separated in three main clusters (Figure 7C and Supplementary file 1): Cluster 1 contains genes that, similar to Imp, decrease their expression along the pseudotime (111 genes). They include *Oatp74D, Sip1/CG10939*, *plum/CG6490*, *Chd64, SP1173*, *CG10512, Gapdh2* and CG44325 (Figure 7B) that are expressed in early larval NBs before the Imp-to-Syp switch (Figure 1F). Of note *cas* and *svp*, the upstream temporal transcription factors scheduling the Imp-to-Syp transition in larval NBs are absent from cluster 1 consistent with our observation that they are not enriched in Imp^+^ tNBs (Figure 1—figure supplement 3). Cluster 2 and 3 contains genes that, similar to E93, increase their expression along the pseudotime (71 and 18 genes respectively). However, they discriminate genes that are differentially expressed along the two branches of the differentiation trajectories (Figure 7A). Cluster 2 is enriched in ribosomal proteins, and also includes the late larval NB temporal markers: *stg, lncRNA:noe,* and *CG15628* (Figure 7C,D and Supplementary file 1). In the tumor, *stg* is enriched in the branch defined by state three along the trajectory (Figure 7A). In contrast, cluster 3 pinpoints genes that are highly expressed in the branch defined by state 7 (Figure 7A) including the late temporal patterning gene CG15646. Interestingly, cluster 3 is also strongly enriched in genes of the E(spl) family, known targets of the Notch pathway (Figure 7B and Supplementary file 1). Thus, the expression of *stg* and *E(spl)* genes can discriminate two distinct states within the Syp^+^E93^+^ population of tNBs (Figure 7A,B).

**Figure 7.**
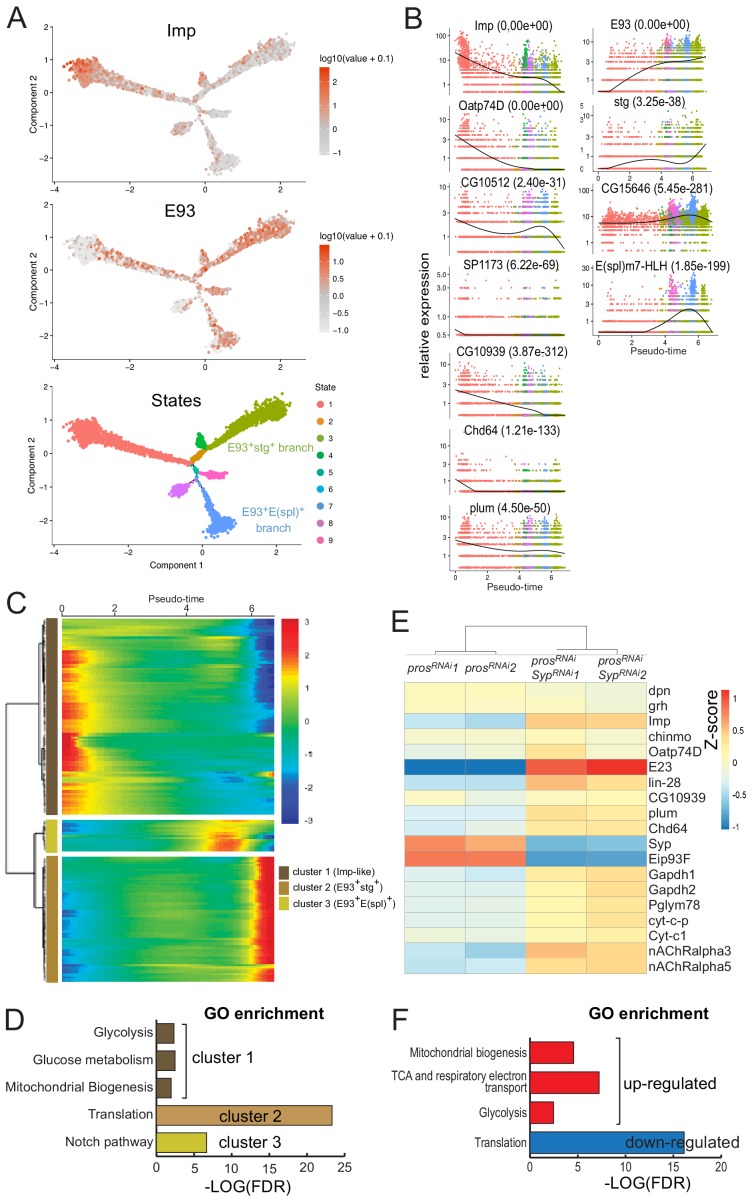
Redeployment of temporal patterning genes generates differentiation trajectories within NB tumors. (**A**) Cell trajectory reconstructed from the population of tNBs using semi-supervised pseudotime ordering. Imp^+^ tNBs are enriched at the root of the trajectory while E93+ tNBs are enriched in the branches terminating the trajectories. tNBs are colored according to their State along the trajectory. (**B**) Dark spline indicates levels of gene expression along the pseudotime. Cells are colored according to their State along the trajectory in (**A**). p-values for differential expression along the pseudotime are indicated for each gene. (**C**) Kinetic heatmap depicting the expression of top 200 genes that vary as a function of pseudotime. Genes are grouped in three clusters based on expression kinetics. (**D**) Gene ontology (GO) enrichment analysis for each cluster identified in (**C**). (**E**) Heatmap depicting enrichment of various temporal patterning, metabolic and acetylcholine receptor genes when comparing *pox^n^ > pros^RNAi^* tumors and *pox^n^ > pros^RNAi^, Syp^RNAi^* tumors. (**F**) Gene ontology (GO) enrichment analysis when comparing the transcriptome of *pox^n^ > pros^RNAi^, Syp^RNAi^* vs *pox^n^ > pros^RNAi^* tumors.

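Bulk RNA-seq libraries were made from adult ventral nerve cords (VNCs) in 3 conditions, with 2 libraries each: *pox n > pros RNAi* tumors, *pox n > pros RNAi, Syp RNAi* tumors and wild-type VNCs. In *pox n > pros RNAi*, knockdown of *prospero* (*pros*) in the NBs that express *pox n* makes them amplify into a tumor, and in *pox n > pros RNAi, Syp RNAi* the RNA-binding protein Syncrip (Syp) is knocked down as well. The paper's text does not describe the wild-type libraries, which serve here as the level in VNCs without a tumor. According to the paper's methods, the tumor samples of a condition were made from 29 pooled VNCs, of 16 adult females and 13 adult males that were 8 days old, whereas the sample labels give an age of 6 days. The methods call the 2 samples of a condition technical replicates, and leave open whether each was pooled from its own VNCs. If they were not, the spread between them and the p-values from it leave out the differences between animals. Total RNA (130 ng) was depleted of ribosomal RNA and sequenced as paired reads of 100 bases, although the sample labels also call it polyA RNA. The authors mapped the reads to the dmel6 genome with Subread and counted them on exons with featureCounts 1.5.0 and a FlyBase annotation. The deposited values are these counts per gene, without normalization. The counting used no strand, and gave a read to every gene whose exons it overlapped. A gene whose exons overlap those of another gene therefore also holds reads of that gene, which concerns 5431 of the 17494 genes.

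The 2 libraries held 101210908 and 86098417 counts for *pox n > pros RNAi*, 128107088 and 106102332 for *pox n > pros RNAi, Syp RNAi*, and 108851495 and 115276522 for the wild type. Genes for ribosomal RNA took 15.6% to 23.8% of the counts of a library. The counts were normalized with edgeR's TMM method, and genes with few counts were removed with its filterByExpr function. Levels are given as CPM, edgeR's counts scaled to a common library size after this normalization, with the mean and SD of the 2 libraries. The 4 tumor libraries were compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 13703 genes that passed the filter. A positive log2 fold change is a higher level in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi* tumors, and its standard error (SE) comes from the same fit.

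With a threshold of 0.001 on the adjusted p-value, as in the paper's methods, 0 genes changed between the tumors, and 5435 genes had an unadjusted p-value under 0.05. The smallest adjusted p from edgeR's quasi-likelihood test was 0.00197. With a threshold of 0.05, 3190 genes changed, 1489 of them higher and 1701 lower in *pox n > pros RNAi, Syp RNAi*. Of the alternatives tried at 0.001, DESeq2's Wald test moved the count most, to 1976 genes. The targeted gene *pros* (FBgn0004595, chromosome 3R from 11328480 to 11407627) was at 2505 and 2335 CPM in the wild-type libraries, at 736 and 808 CPM in *pox n > pros RNAi* and at 1045 and 1254 CPM in *pox n > pros RNAi, Syp RNAi*. It was thus lower than in the wild type in every tumor library, and higher by a log2 fold change of 0.58 (SE 0.11) in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi* (adjusted p = 0.0274 from edgeR's quasi-likelihood test).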

To investigate whether the Imp-to-Syp transition controls the progression of transcriptional states observed along the pseudotime, we performed RNA-seq on bulk *pox^n^ > pros^RNAi^* and *pox^n^ > pros^RNAi^, Syp^RNAi^* adult tumors dissected with the VNCs on which tumors grow. 

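The genes *grainyhead* (*grh*, FBgn0259211) and *deadpan* (*dpn*, FBgn0010109) encode transcription factors of NBs and lie on chromosome 2R, from 17801132 to 17842820 and from 8228971 to 8232330. *grh* was at 644 ± 29.8 CPM (SD, n = 2 libraries) in *pox n > pros RNAi* and at 594 ± 63.2 CPM in *pox n > pros RNAi, Syp RNAi* tumors. Its log2 fold change was -0.11 (SE 0.096, adjusted p = 0.424 from edgeR's quasi-likelihood test). *dpn* was at 201 ± 1.83 CPM in *pox n > pros RNAi* and at 170.0 ± 9.58 CPM in *pox n > pros RNAi, Syp RNAi*, a log2 fold change of -0.24 (SE 0.070, adjusted p = 0.0663 from the quasi-likelihood test of edgeR). With counts scaled by the library totals alone, the change of *grh* took the other sign, at 0.020, and that of *dpn* was -0.11. Without *pox n > pros RNAi, Syp RNAi* replicate 2 the change of *grh* was -0.013. With DESeq2's Wald test the adjusted p of *dpn* was 0.0342, while over the other alternatives it lay between 0.0683 and 0.416. In the wild-type VNCs both genes were far lower, at 3.90 ± 0.448 CPM for *grh* and 0.618 ± 0.168 CPM for *dpn*. Exons of other genes overlap 59.3% of the exon length of *dpn* (asRNA:CR44275) and 3.30% of that of *grh*.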

Between the two conditions, the expression of generic larval NB identity genes (*grh*, *dpn*) did not significantly change (Figure 7E). In contrast, larval NB temporal markers varied greatly, as observed with early (e.g. *Imp, Oatp74D, Sip1/CG10939*, *plum/CG6490* and *Chd64)* and late (*E93, Syp, CG15646*) markers being respectively strongly enriched and down-regulated in the *pox^n^ > pros^RNAi^, Syp^RNAi^* tumors (Figure 7E and Supplementary file 2). 

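Of the early markers, *Imp* (FBgn0285926, chromosome X from 10787869 to 10824277) rose from 1595 ± 122 CPM (SD, n = 2 libraries) in *pox n > pros RNAi* to 4261 ± 81.1 CPM in *pox n > pros RNAi, Syp RNAi* tumors. This is a log2 fold change of 1.42 (SE 0.080, adjusted p = 0.00399 from edgeR's quasi-likelihood test). With *dpn* and *grh* as the scaling genes, the alternative that moved it most, it was 1.60. Exons of other genes overlap 14.4% of the exon length of *Imp*. *plum* (FBgn0039431, 3R from 26470078 to 26535217) rose from 273 ± 1.94 to 538 ± 40.6 CPM, by a log2 fold change of 0.98 (SE 0.077). *Chd64* (FBgn0035499, 3L from 4114289 to 4122388) rose from 93.6 ± 10.6 to 170.1 ± 2.50 CPM, by 0.86 on the log2 scale (SE 0.096). The adjusted p from edgeR's quasi-likelihood test was 0.00581 for *plum* and 0.0100 for *Chd64*. *Oatp74D* (FBgn0036732, 3L from 17487118 to 17511693) was at 275 ± 23.9 CPM in *pox n > pros RNAi* and 389 ± 109 CPM in *pox n > pros RNAi, Syp RNAi*. Its log2 fold change was 0.50 (SE 0.20, adjusted p = 0.141 from edgeR's quasi-likelihood test), and 0.18 without *pox n > pros RNAi, Syp RNAi* replicate 1. With DESeq2's Wald test its adjusted p was 0.0355, and it lay between 0.0345 and 0.151 over the alternatives. *CG10939* (FBgn0010620, 2R from 17394593 to 17405171) was at 51.0 ± 8.30 and 61.5 ± 3.87 CPM. Its log2 fold change was 0.27 (SE 0.13, adjusted p = 0.184 from edgeR's quasi-likelihood test), and 0.12 without *pox n > pros RNAi* replicate 2.

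Of the late markers, *Eip93F* (E93, FBgn0264490, 3R from 21949114 to 22014539) fell from 245 ± 3.48 to 38.4 ± 0.780 CPM, with a log2 fold change of -2.67 (SE 0.065). *Syp* (FBgn0038826, 3R from 20756729 to 20810726), the gene targeted by the knockdown, fell from 1914 ± 215 to 440 ± 26.7 CPM, with a log2 fold change of -2.12 (SE 0.11). *CG15646* (FBgn0030665, X from 15667885 to 15671029) fell from 221 ± 27.9 to 139.9 ± 2.57 CPM, with a log2 fold change of -0.66 (SE 0.10). Their adjusted p-values from edgeR's quasi-likelihood test were 0.00197, 0.00349 and 0.0178. In the wild-type VNCs, *Imp* was at 118 CPM, *Syp* at 694 CPM and *Eip93F* at 173 CPM.

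**Figure D1:**
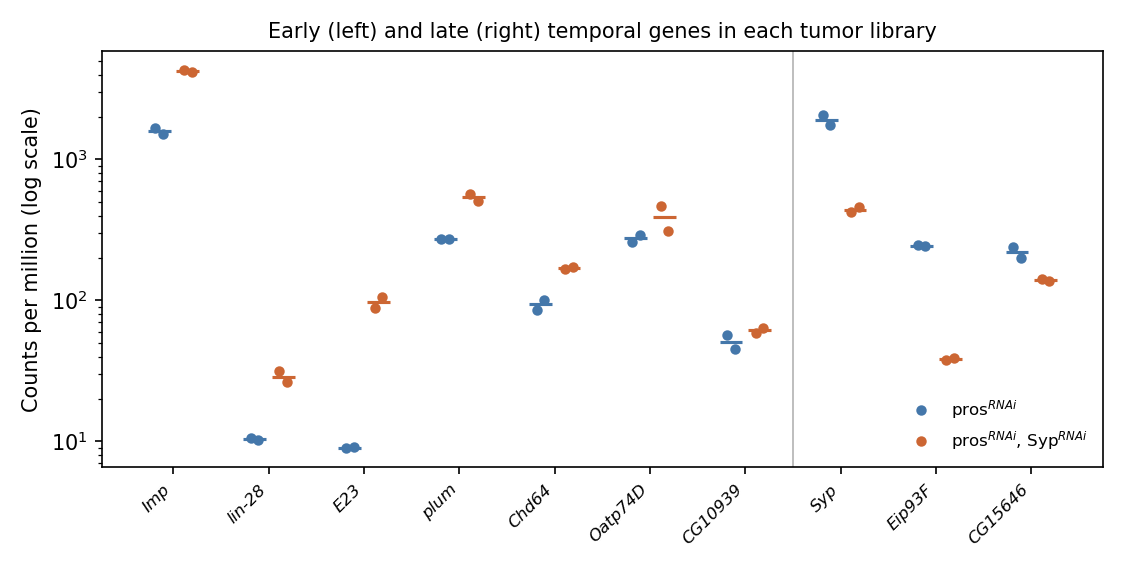
Levels of early (left) and late (right) temporal markers in *pox n > pros RNAi* and *pox n > pros RNAi, Syp RNAi* tumors, in CPM on a log axis. Points are the 2 libraries of each condition and bars their means, and the bars of *Eip93F* stand at 245 and 38.4.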

Note that *lin-28* and *E23* were not detected in Imp^+^ tNBs with the single-cell RNA-seq approach but are detected with the bulk-seq approach, and their expression dynamics matches those of other early temporal genes such as Imp (Figure 7E). This transcriptomic analysis thus identifies differentiation trajectories in tumors characterized by the dynamic expression of a subset of larval temporal patterning genes that is driven by the Imp-to-Syp switch.

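In the bulk libraries, *lin-28* (FBgn0035626, chromosome 3L from 5654681 to 5657384) was at 10.5 ± 0.239 CPM (SD, n = 2 libraries) in *pox n > pros RNAi* and at 28.8 ± 3.58 CPM in *pox n > pros RNAi, Syp RNAi* tumors. Its log2 fold change was 1.47 (SE 0.11, adjusted p = 0.00510 from edgeR's quasi-likelihood test). *E23* (FBgn0020445, 2L from 3334875 to 3354829) rose from 8.98 ± 0.104 to 97.4 ± 12.3 CPM, a log2 fold change of 3.44 (SE 0.11, adjusted p = 0.00315 from the quasi-likelihood test of edgeR). Across the 4 fits that each left out one library, the log2 fold change of *lin-28* stayed between 1.33 and 1.58 and that of *E23* between 3.30 and 3.56. The wild-type VNCs held 0.162 CPM of *lin-28* and 17.2 ± 1.85 CPM of *E23*, so that for *E23* the wild-type level was above that of the *pox n > pros RNAi* tumors.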

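The genes of the pseudotime clusters were taken from Supplementary file 1, where they were chosen on single cells and not on the bulk libraries. Each cluster was compared between the tumors as a set, with limma's camera test (inter-gene correlation 0.01) and Benjamini-Hochberg adjustment over 10 sets. Of the 111 genes of cluster 1, 109 were tested, and 85 of them were higher in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi*, 70 of these in both libraries. Their median log2 fold change was 0.32 (adjusted p = 1.76e-06 from limma's camera). Of the 71 genes of cluster 2, 69 were tested and 48 were lower in *pox n > pros RNAi, Syp RNAi*, 44 of these in both libraries. Their median was -0.29 (adjusted p = 2.10e-04 from camera). All genes of cluster 3 were lower in *pox n > pros RNAi, Syp RNAi* (17 of 18) except *esg*, which rose by a log2 fold change of 1.72. The median of cluster 3 was -0.67 (adjusted p = 8.59e-06 from camera). At an adjusted p under 0.05 from edgeR's quasi-likelihood test over all genes, 52 genes of cluster 1 were higher and 8 lower. In cluster 2, 33 were lower and 9 higher, and in cluster 3, 12 were lower and 1 higher. Adjusted over the list alone, cluster 1 held 59 higher and 10 lower, cluster 2 held 37 lower and 10 higher, and cluster 3 held 13 lower and 1 higher.

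Families of genes that the paper places in clusters 2 and 3 were also chosen by their symbols from the whole annotation. Of 86 ribosomal protein genes, 18 of which are in cluster 2, 72 were lower in *pox n > pros RNAi, Syp RNAi*, 69 of them in both libraries (median log2 fold change -0.22, adjusted p = 2.13e-07 from camera). Of 10 *E(spl)* genes, 5 of which are in cluster 3, 9 were lower (median -0.75, adjusted p = 0.00279 from camera), 6 of them in both libraries. Without *pox n > pros RNAi* replicate 1 the median of the *E(spl)* genes was -0.45. The alternative that moved the p-values of these sets most was an inter-gene correlation estimated from the data, under which all 5 had an adjusted p of 0.337 from camera. With limma's fry test, which needs no preset correlation, the adjusted p was 0.0245 for the ribosomal protein genes and 0.0310 for each of the other 4 sets.

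The paper reasons that cluster 1 holds genes that decrease along the pseudotime as *Imp* does, and that clusters 2 and 3 hold genes that increase as E93 does. From the early markers enriched and the late markers reduced when Syp is knocked down, it concludes that the switch from Imp to Syp drives the expression of these temporal genes along the trajectories.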

### The temporal trajectory governs the metabolic and proliferative properties of tNBs

In addition to temporal patterning genes, single-cell and bulk RNA-seq analyses identify other genes that are downregulated along the Imp/Syp-mediated trajectory followed by tNBs. These include for example the *nicotinic acetylcholine receptors alpha3* and *alpha5* (*nAChRalpha3*, *nAChRalpha5*) whose expression has not been reported to be temporally regulated in larval NBs (Figure 7E and Figure 8—figure supplement 1). They may therefore represent genes that are specifically activated in the tumor context and enriched in the Imp^+^Chinmo^+^ CSC-like tNBs. 

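*nAChRalpha3* (FBgn0015519, chromosome X from 8276200 to 8367169) was at 45.7 and 38.4 CPM in the 2 libraries of *pox n > pros RNAi* tumors and at 120.3 ± 8.58 CPM (SD, n = 2) in *pox n > pros RNAi, Syp RNAi*. Its log2 fold change was 1.52 (SE 0.11, adjusted p = 0.00519 from edgeR's quasi-likelihood test). *nAChRalpha5* (FBgn0028875, 2L from 14040170 to 14094401) rose from 155 ± 9.78 to 367 ± 12.7 CPM, a log2 fold change of 1.24 (SE 0.076, adjusted p = 0.00403 from the quasi-likelihood test of edgeR). Both differences were larger than the spread between the replicates. The wild-type VNCs, dissected without a tumor, held 113 CPM of *nAChRalpha3* and 454 CPM of *nAChRalpha5*, above the *pox n > pros RNAi* tumors for both genes. Exons of *CG1636* overlap 2.39% of the exon length of *nAChRalpha3*.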

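The genes of glucose metabolism that Fig. 8A marks as enriched in *pox n > pros RNAi, Syp RNAi* tumors were compared as 3 sets. The study chose them on these libraries, so a set test on them is not independent evidence. All 8 glycolysis genes were higher in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi* tumors, with a median log2 fold change of 0.65 (adjusted p = 1.10e-04 from limma's camera). The TCA cycle genes, 6 of the 7 in the figure, were all higher too (median 0.55, adjusted p = 3.95e-04 from camera). The remaining one, *ScsbetaA*, is not listed in the count table under this symbol and was not used here. All 16 genes of the respiratory electron transport chain were higher as well (median 0.55, adjusted p = 5.30e-07 from camera). The fry test kept these 3 calls at an adjusted p under 0.05 and camera with an estimated correlation kept none. In the wild-type VNCs, the mean level of each of these 30 genes was also above that in *pox n > pros RNAi* tumors. The median log2 fold change of *pox n > pros RNAi* tumors against wild type was -1.16 for glycolysis, -0.88 for the TCA cycle and -0.84 for the respiratory chain. Between the tumors, 12 muscle markers were also higher in *pox n > pros RNAi, Syp RNAi*, with a median log2 fold change of 3.21. A contribution of muscle tissue dissected with the VNCs to the rise of the metabolic genes cannot be told apart from the knockdown.

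**Figure D2:**
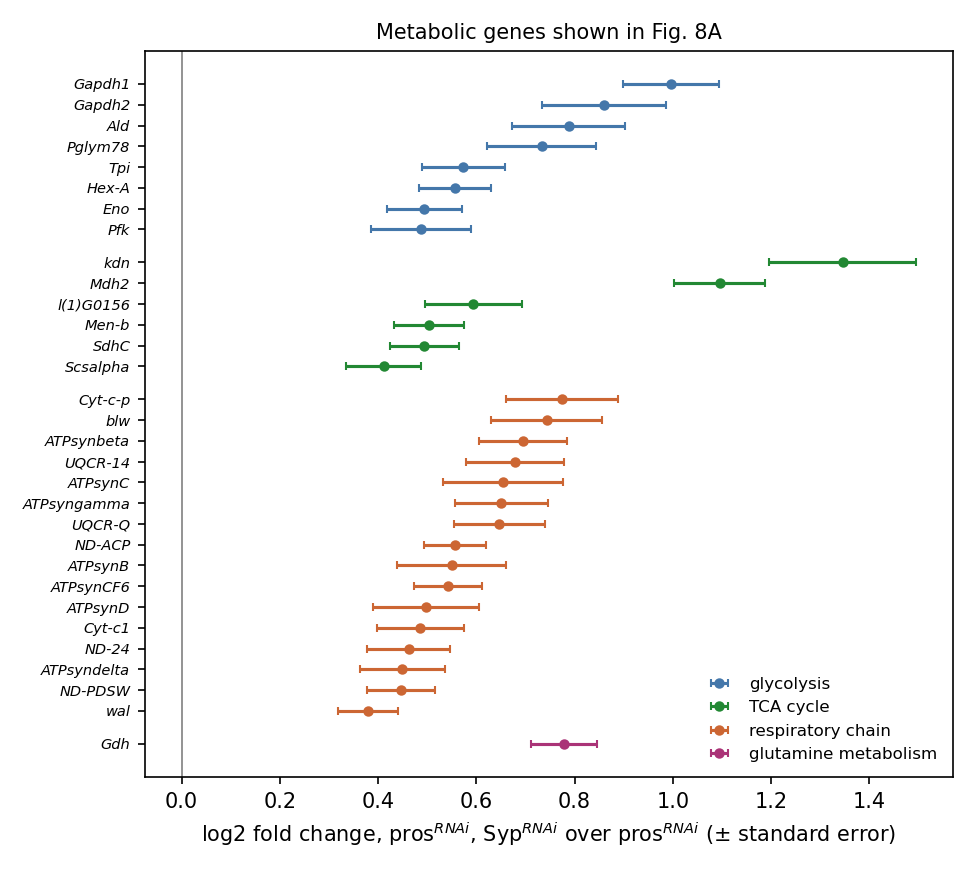
Log2 fold change between *pox n > pros RNAi, Syp RNAi* and *pox n > pros RNAi* tumors for the 30 genes of Fig. 8A that were tested and for *Gdh*, each with its standard error, colored by pathway. The values of the 30 genes lie between 0.38 and 1.35, and that of *Gdh* is 0.78.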

Glycolysis, TCA cycle and respiratory electron transport chain (OXPHOS) genes are also highly expressed in Chinmo^+^Imp^+^ tNBs and down-regulated along the Imp/Syp-dependent hierarchy (Figures 7D,E,F and 8A,B), a phenomenon that has not been reported in NBs during development (except for Gapdh2 expression that is high in early MB NBs) (Figure 1—figure supplement 2D and Figure 1—figure supplement 3). 

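*Gdh* (FBgn0001098, chromosome 3R from 23935958 to 23943101) encodes the enzyme that converts glutamate to α-ketoglutarate. It was at 160.1 ± 6.59 CPM (SD, n = 2 libraries) in *pox n > pros RNAi* and at 274 ± 7.40 CPM in *pox n > pros RNAi, Syp RNAi* tumors, a difference larger than the spread between the replicates. The log2 fold change was 0.78 (SE 0.067, adjusted p = 0.00673 from edgeR's quasi-likelihood test), and 0.74 to 0.82 across the 4 fits that each left out one library. The wild-type VNCs were at 153 ± 5.72 CPM, near the *pox n > pros RNAi* tumors.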

Highly expressed genes in the Imp^+^Chinmo^+^ tNBs also include the *Glutamate dehydrogenase* (*Gdh*) (Figure 8A,B). This suggests that Chinmo^+^Imp^+^ tNBs highly rely on glutamine and glucose metabolism.

**Figure 8.**
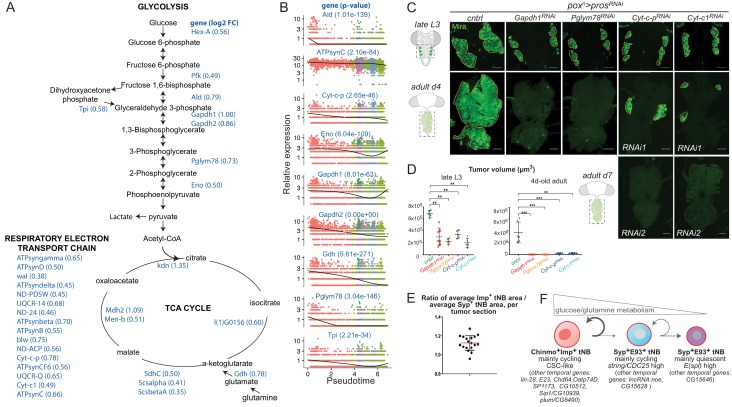
The Imp-to-Syp transition triggers down-regulation of glutamine and glucose metabolism genes along the differentiation trajectory to reduce tNB growth and proliferative potential. (**A**) Glucose metabolism pathways (glycolysis, TCA cycle and respiratory electron transport chain). Genes whose expression is enriched in *pox^n^ > pros^RNAi^, Syp^RNAi^* tumors compared to *pox^n^ > pros^RNAi^* tumors are highlighted in blue. Log2 fold change is indicated in brackets. (**B**) Expression dynamics of various glycolytic, respiratory electron transport chain and glutamine metabolism genes along the tumor pseudotime. p-values for differential expression along the pseudotime are indicated for each gene. (**C**) *pox^n^ > pros^RNAi^* NB tumors are marked with anti-Mira (green). Silencing of glycolytic (*Gapdh-1^RNAi^, Pglym78^RNAi^*) or respiratory genes (*Cyt-c-p^RNAi^*, *Cyt-c1^RNAi^)* leads to smaller *pox^n^ > pros^RNAi^* tumors in late L3 larvae. Silencing of glycolytic or respiratory genes arrests tumor growth in 4-day-old and 7-day-old adults respectively. (**D**) Volumes of *pox^n^ > pros^RNAi^* tumors (n = 5 VNC), *pox^n^ > pros^RNAi^, Gapdh-1^RNAi^* tumors (n = 7 VNC); *pox^n^ > pros^RNAi^, Pglym78^RNAi^* tumors (n = 5 VNC)*; pox^n^ > pros^RNAi^,Cyt-c-p^RNAi^* tumors (n = 5 VNC); and *pox^n^ > pros^RNAi^,Cyt-c1^RNAi^* tumors (n = 5 VNC) in late L3. *P*_Cntrl/Gapdh-1RNAi _= 0,002. *P*_Cntrl/Pglym78RNAi _= 0,007. *P*_Cntrl/Cyt-c-pRNAi=_ 0,007. *P*_Cntrl/Cyt-c1RNAi _= 0,007. Volumes of *pox^n^ > pros^RNAi^* tumors (n = 6 VNC)*; pox^n^ > pros^RNAi^, Gapdh-1^RNAi^* tumors (n = 8 VNC); *pox^n^ > pros^RNAi^, Pglym78^RNAi^* tumors (n = 9 VNC)*; pox^n^ > pros^RNAi^, Cyt-c-p^RNAi^* tumors (n = 10 VNC); and *pox^n^ > pros^RNAi^, Cyt-c1^RNAi^* tumors (n = 6 VNC) in 4-day-old adults. *P*_Cntrl/Gapdh-1RNAi _= 0,0007. *P*_Cntrl/Pglym78RNAi _= 0,0002. *P*_Cntrl/Cyt-c-pRNAi _= 0,0002. *P*_Cntrl/Cyt-c1RNAi _= 0,002. Scale bars, 50 µm. (**E**) Each dot represents the average area of Chinmo^+^Imp^+^ tNBs over the average area of Syp^+^E93^+^ tNBs for a single confocal section of a *pox^n^ > pros^RNAi^* NB tumor in a 4-day-old adult. (**F**) Schematic representation of the tumor hierarchy. Chinmo^+^Imp^+^ tNBs are proliferative and tend to self-renew. However, they can also engage in a differentiation process triggered by the Imp-to-Syp transition and involving a subset of larval temporal genes. Syp^+^E93^+^ tNBs can self-renew but also tend to exit the cell-cycle as they decrease expression of glucose/glutamine metabolism genes. Syp^+^E93^+^ tNBs, that have exited the cell-cycle, express genes of the E(spl) family. The mechanisms controlling the Imp-to-Syp transition in NB tumors, to determine the CSC proportion are unknown.

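Of the genes of glycolysis, the TCA cycle and the respiratory chain marked in blue, all 30 found in the count table had an adjusted p under 0.05 from edgeR's quasi-likelihood test over all genes, and all 30 adjusted over the list alone. The latter count is not independent evidence, because the list was chosen on these libraries. The median of the 30 log2 fold changes was 0.57. The highest was that of the citrate synthase gene *kdn* (FBgn0261955, X from 6350629 to 6361323), which rose from 46.6 to 118 CPM (adjusted p = 0.00992 from edgeR's quasi-likelihood test). *Mdh2* (FBgn0262559, 3R from 18226396 to 18228718) followed, from 43.7 to 93.3 CPM, with a log2 fold change of 1.10 (SE 0.093, adjusted p = 0.00637 from the quasi-likelihood test of edgeR). The lowest was *wal*, at 0.38. All exons of *UQCR-14* lie within those of *CG32576*, and exons of *CG2962* cover 35.6% of the exon length of *ATPsyndelta*, so that the counts of these 2 genes also hold reads of their neighbors. A contribution of muscle tissue to the rise of the 30 genes stays open, because muscle markers were higher too.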

**Figure 8—figure supplement 1.**
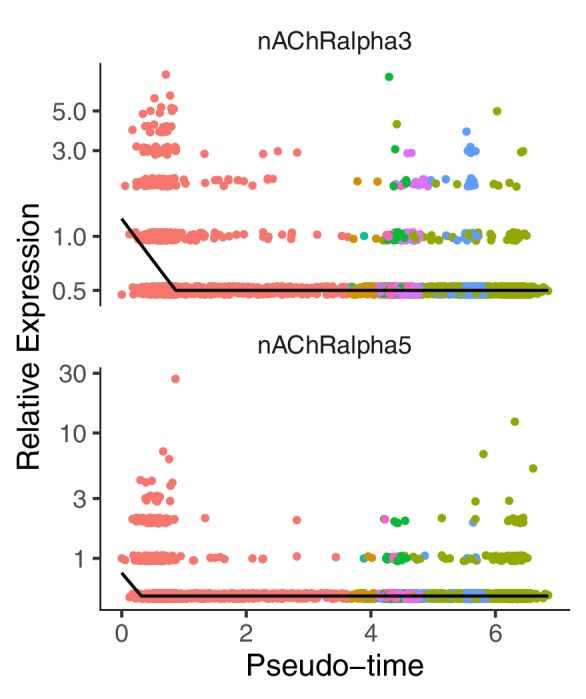
nAChRalpha3 and nAChRalpha5 are expressed in tNBs positioned at the beginning of the pseudotime.

**Figure 8—figure supplement 2.**
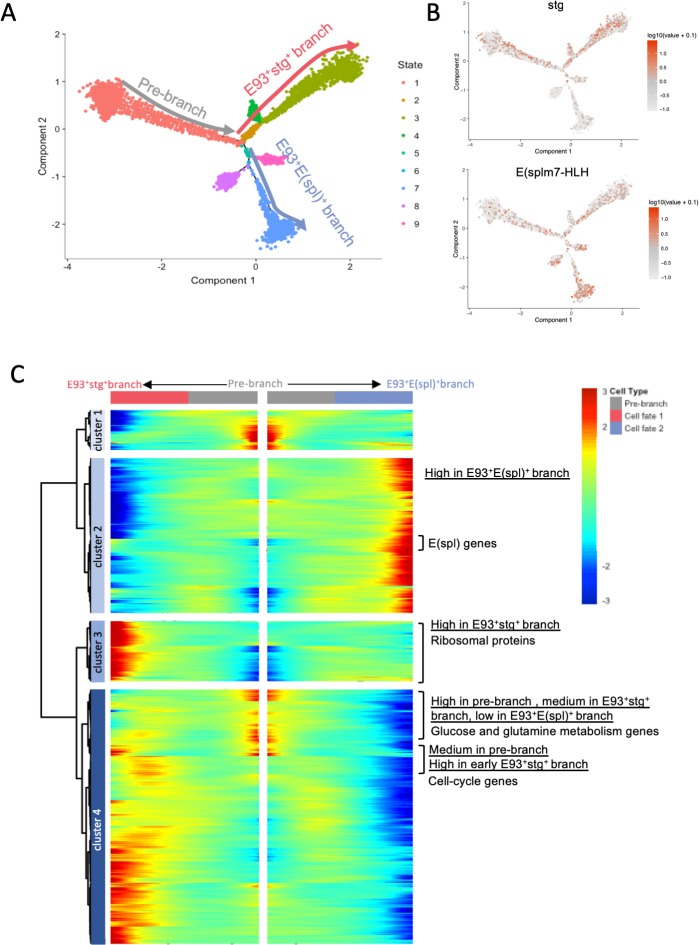
Branch analysis of the single-cell trajectory. (**A**) Cell trajectory reconstructed from the population of tNBs using semi-supervised pseudotime ordering. Cells are colored by States. The three main branches of the tree are labeled as: Pre-branch, E93^+^stg^+^ branch and E93^+^E(spl)^+^ branch. (**B**) stg and E(spl)m7-HLH are enriched in distinct branches of the trajectory. (**C**) Kinetic heatmap depicting the expression of genes that are differentially expressed between the Pre-branch, the E93^+^stg^+^ branch and the E93^+^E(spl)^+^ branch (qval < 1e-20).

**Figure 8—figure supplement 3.**
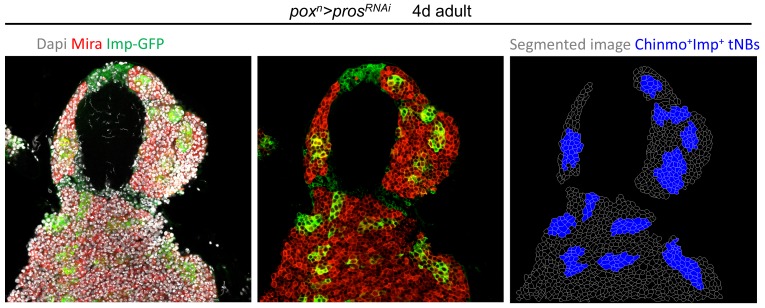
Segmentation of NB tumors Segmented confocal section of a tumor using Tissue Analyzer. Anti-Mira staining was used as membrane reference. Accurate segmentation was manually double-checked using Dapi as nuclear marker. Imp-GFP^+^ cells represent Chinmo^+^Imp^+^ tNBs. GFP^-^ tNBs represent Syp^+^E93^+^ tNBs.

A more careful investigation of differential expression along the two main branches of the pseudotime (Figure 8—figure supplement 2 and Supplementary file 3) indicates that the E93^+^stg^+^ branch is characterized by medium to low levels of glucose metabolism genes, when compared to early pre-branched cells (cluster 4), and a burst of cell cycle genes (cluster 4) followed by increased expression of ribosomal genes (cluster 3) (Figure 8—figure supplement 2). These data suggest that tNBs in the E93^+^stg^+^ branch exhibit transient cell cycle activity before progressing towards the end of their differentiation trajectory. In contrast, the E93^+^E(spl)^+^ branch exhibit low levels of glycolytic and cell cycle genes (cluster 4) all along (Figure 8—figure supplement 2 and Figure 8A). Thus, *E(spl)* genes appear to discriminate non-proliferative tNBs that are also possibly quiescent given their low levels of metabolic gene expression. Altogether, this transcriptomic and genetic analyses suggest that the Imp-to-Syp transition in tNBs induces a cell-autonomous down-regulation of glutamine and glucose metabolism genes and the production of two different types of E93^+^ tNBs with distinct metabolic and proliferative properties, consistent with the predictions of the numerical model.

To test the importance of glucose metabolism genes during tumor growth, we knocked down *Gapdh1* and *Pglym78* (glycolysis), as well as *Cyt-c-p* and *Cyt-c1* (OXPHOS), in *pox^n^ > pros^RNAi^* tumors, all being significantly enriched in *pox^n^ > pros^RNAi^, Syp^RNAi^* tumors and downregulated along the pseudotime (p-values=8,01e^−63^; 3,04e^−146^; 2,65e^−46^; 1,45e^−26^ respectively) (Figure 8A,B). 

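In the bulk libraries, *Gapdh1* (FBgn0001091, chromosome 2R from 7791901 to 7793380) was at 140.0 ± 9.79 CPM (SD, n = 2 libraries) in *pox n > pros RNAi* and at 279 ± 26.3 CPM in *pox n > pros RNAi, Syp RNAi* tumors, a log2 fold change of 1.00 (SE 0.097). *Pglym78* (FBgn0014869, 3R from 29148248 to 29149901) rose from 61.7 ± 2.39 to 102 ± 14.2 CPM, by a log2 fold change of 0.73 (SE 0.11). *Cyt-c-p* (FBgn0284248, 2L from 16719932 to 16722644) rose from 74.5 ± 0.0172 to 127 ± 18.7 CPM, by 0.77 (SE 0.11). *Cyt-c1* (FBgn0035600, 3L from 5360211 to 5362798) rose from 78.4 ± 4.27 to 109.6 ± 9.15 CPM, by 0.49 (SE 0.088). From edgeR's quasi-likelihood test, the adjusted p was 0.00841 for *Gapdh1*, 0.0170 for *Pglym78*, 0.0156 for *Cyt-c-p* and 0.0240 for *Cyt-c1*. The wild-type VNCs held 251 CPM of *Gapdh1*, 133 CPM of *Pglym78*, 167 CPM of *Cyt-c-p* and 179 CPM of *Cyt-c1*. How the counting treated reads that match both *Gapdh1* and its paralog *Gapdh2* was not examined here. Muscle markers were higher in *pox n > pros RNAi, Syp RNAi* as well, so a contribution of muscle tissue to these rises stays open.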

In all knockdown conditions, tumors underwent a slower growth rate already detectable in late L3 (Figure 8C,D). Moreover, tumors systematically failed to be maintained in adults showing that the expression of both glycolytic and OXPHOS genes are necessary for long-term propagation of NB tumor growth (Figure 8C,D). In addition, when comparing the size of tNBs within *pox^n^ > pros^RNAi^* tumors, we found that Syp^+^E93^+^ tNBs exhibited a smaller size than Chinmo^+^Imp^+^ tNBs in agreement with reduced glycolysis decreasing cell growth (Figure 8E and Figure 8—figure supplement 3). Together, this suggests that the Imp-to-Syp transition induces a metabolic switch that prevents long-term self-renewal and reduces cell growth as tNBs move down the hierarchy (Figure 8F). Thus, recapitulation of temporal patterning provides a tumor-intrinsic mechanism that generates metabolic heterogeneity leading totNBs with different growth properties..

## Discussion

Our study demonstrates that temporal patterning, not only determines which cells are susceptible to cancer transformation during development (Narbonne-Reveau et al., 2016), but also has an overarching role in governing different aspects of CNS tumor organization such as hierarchy, heterogeneity and the proliferative properties of the different types of cells via the regulation of their metabolism.

Given the recent discovery that temporal patterning is conserved in the developing mammalian brain (Telley et al., 2019), our study could shed light on an ancestral mechanism that governs the progression of CNS tumors with developmental origins.

### Subversion of a subset of larval NB temporal patterning genes triggers predictable hierarchical neural tumors

The rules governing the initiation and progression of CNS pediatric tumors that often exhibit stable genomes are still unclear. We had previously demonstrated that temporal patterning in *Drosophila* larval NBs delineates a window of time during which the Chinmo/Imp oncogenic module is expressed and makes early larval NBs prone to malignant transformation (Narbonne-Reveau et al., 2016). Here we find that after tumor initiation, temporal patterning is partly recapitulated in tNBs where it generates differentiation trajectories to constrain tumor composition and growth. This is illustrated by the presence of about 20 genes (*Imp, chinmo, Lin-28, E23, Oatp74D, Gapdh2, Sip1/CG10939*, *plum/CG6490*, *SP1173*, *Chd64*, *CG10512*, *CG44325*, *CG5953*, *Syp, E93, lncRNA:noe, CG15646* and *stg*), previously identified to be temporally regulated in some larval NBs, that are differentially regulated along the pseudotime/differentiation trajectory reconstructed from single-cell RNA-seq analysis of tNBs, and/or differentially expressed in Imp^+^ vs Syp^+^ tNBs. Thus, we identify here what appears to be a subset of a core temporal patterning program encoded in central brain and ventral nerve cord NBs that becomes deregulated upon asymmetric-division defects during early development.

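Of these 18 genes, the 13 early ones were all higher in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi* tumors, with log2 fold changes from 0.10 for *chinmo* to that of *E23*. The change of *chinmo* was lost, at -0.0037, without *pox n > pros RNAi, Syp RNAi* replicate 1. An adjusted p under 0.05 from edgeR's quasi-likelihood test was reached by 7 of them. *Gapdh2* rose from 204 ± 5.03 to 370.5 ± 61.7 CPM (SD, n = 2 libraries), a log2 fold change of 0.86 (SE 0.13, adjusted p = 0.0154 from edgeR's quasi-likelihood test). *SP1173* (0.34), *CG44325* (0.26) and *CG5953* (0.51) did not reach that threshold. The log2 fold change of *CG5953* was 0.084 without *pox n > pros RNAi, Syp RNAi* replicate 1, and that of *CG44325* was 0.091 without *pox n > pros RNAi, Syp RNAi* replicate 2. *CG10970* covers 38.7% of the exon length of *CG44325*. Of the 5 late genes, 4 were lower in *pox n > pros RNAi, Syp RNAi*, each with an adjusted p under 0.05 in the same test. *Syp*, the target of the knockdown, is counted in these 4, and its fall followed from the design. Of the same 4, *stg* (FBgn0003525, 3R from 29251826 to 29255800) fell from 58.0 to 29.1 CPM, with a log2 fold change of -0.99 (SE 0.11, adjusted p = 0.00943 from the quasi-likelihood test of edgeR). The remaining late gene, *lncRNA:noe*, had a log2 fold change of 0.22 (adjusted p = 0.212 from edgeR's quasi-likelihood test), and of 0.066 without *pox n > pros RNAi, Syp RNAi* replicate 2.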

Notably, the larval temporal transcription factor Cas and Svp, known to schedule the Imp-to-Syp transition during development are not enriched in Imp^+^ tNBs suggesting that they do not play a role in regulating the Imp-to-Syp transition along the trajectory in tumors. Interestingly, while Syp is transcriptionally regulated in larval NBs, it seems rather post-transcriptionally regulated in tNBs as Syp RNAs are present throughout all clusters. This suggests that different mechanisms may be operating in tumors than during development to regulate the Imp-to-Syp transition.

We observed that the proportions of Imp^+^ and Syp^+^ tNBs systematically reach an equilibrium over a few days with a 20/80 (+ /- 10) ratio in *pox^n^ > pros^RNAi^* tumors. This suggests that the regulation of the Imp-to-Syp transition in tumors is not random and the predictability of the final proportions possibly implies robust underlying constraints. By investigating the population dynamics of Imp^+^ and Syp^+^ tNBs in *pros^RNAi^* tumors, we have deciphered a finely tuned hierarchical division scheme that appears to constrain the growth and cellular heterogeneity of the tumor. We showed that Imp^+^ tNBs in the tumorigenic context favor a symmetric self-renewing mode of divisions (in more than 60% of divisions) while unlikely to exit the cell-cycle. This allows the perpetuation of a small subset of Imp^+^ tNBs that are endowed with a seemingly unlimited self-renewing potential by the Imp/Chinmo module. Imp^+^ tNBs can also make symmetric and asymmetric divisions that generate Syp^+^ tNBs, leading to the production of a population of Syp^+^E93^+^ tNBs that accumulates through limited self-renewal, and have a high propensity for exiting the cell-cycle. Moreover, we could show that Syp^+^E93^+^ tNBs are unable to generate Imp^+^ tNBs, demonstrating a rigid cellular hierarchy reminiscent of development. In addition, in this context, Syp acts as a tumor suppressor by limiting tNB proliferation while Imp acts as an oncogene by promoting tNB proliferation and propagation of tumor growth. Together, these data argue for a scenario where cooption of the Imp-to-Syp transition is responsible for installing a hierarchical mode of tumor growth with Imp^+^ tNBs propagating unlimited growth in a CSC-like manner, while Syp^+^E93^+^ tNBs acts as transient amplifying progenitors with limited self-renewing abilities. Although the Imp/Syp RNA-binding proteins have an essential and antagonistic role in governing the proliferative properties of tumor cells, the function of the other redeployed temporal patterning genes is unknown (except for chinmo, downstream to Imp and Syp, that is essential for tumor growth). As many are linked with the Imp^+^ tNB state, it will be important in the future to decipher how they contribute to establish or maintain the CSC-like identity.

The division parameters defined by our clonal analysis and modeling approach could capture both the hierarchical aspect of tumor growth as well as the global population dynamics: from an initial homogenous pool of larval Imp+ tNBs to the stable heterogeneity observed during adulthood. It could also resolve the paradoxical observation that Chinmo+Imp+ tNBs end up in minority despite exhibiting a higher average mitotic rate. Although, like all models, we don’t expect our model to perfectly recapitulate all the parameters regulating tumor growth and heterogeneity (for example, we have neglected apoptosis and neuronal differentiation that occur at low levels), we think it provides a reasonable and useful ground on which further studies can be performed for a more detailed understanding. On these lines, while the division pattern we have described with our numerical model provides estimates of division probabilities in *pox^n ^> pros^RNAi^* tumors, it says nothing as to how these probabilities are biologically set within the tumor. A possible scenario is that cell fate determination upon division relies on signals received by immediate neighboring tumor cells, resulting in effective probabilities at the scale of the whole tumor. Such a micro-environment dependent regulation of the Imp-to-Syp transition in tumors would strongly contrast with the cell-intrinsic regulation of the Imp-to-Syp transition that systematically occurs in NBs around early L3. Future studies will aim at deciphering the mechanisms that interfere with the developmental progression of the temporal patterning, upon asymmetric-division defects, to favor the self-renewing mode of divisions undergone by the Chinmo^+^Imp^+^ tNBs, allowing perpetuation of a population of CSC-like cells.

Noteworthy, *pros^RNAi^* and *snr1/dSmarcb1^RNAi^* tumors exhibit different but reproducible ratios of Imp^+^ and Syp^+^ tNBs. This suggests the existence of tumor-specific mechanisms that fine-tune the Imp-to-Syp transition. Such mechanisms may be related to the tumor cell of origin, or to the genetic insult that initiated NB amplification. Further analysis will help identifying tumor-intrinsic signals regulating the balance between Chinmo^+^Imp^+^ tNBs and Syp^+^E93^+^ tNBs in various types of NB tumors.

Until recently, the existence of temporal patterning in mammalian neural progenitors remained uncertain. Elegant single-cell transcriptomic studies of embryonic cortical and retinal progenitors in mice have now revealed that they transit through different transcriptional states that are transmitted to their progeny to generate neuronal diversity, similar to temporal patterning in *Drosophila* (Clark et al., 2019; Telley et al., 2019). However, it remains unknown whether temporal patterning determines the cell of origin and governs the growth of CNS tumors in children. Along these lines, the finding that the transcriptional programs operating in cerebellar progenitors during fetal development are recapitulated in medulloblastomas is promising (Vladoiu et al., 2019). By uncovering the overarching role of temporal patterning in governing tumor susceptibility during CNS development and in constraining tumor properties during cancer progression in *Drosophila*, our work thus possibly provides a new conceptual framework to better understand CNS tumors in children.

### Tumor-intrinsic regulation of NB metabolism by the temporal patterning system

Because of the difficulty to investigate metabolism at the single-cell level, it has been difficult to determine how heterogeneous is the metabolic activity of cells in tumors, and how it is controlled. Here, using a combination of single-cell and bulk RNA-seq approaches, we find that progression of temporal patterning provides a tumor-intrinsic mechanism that generates heterogeneity in the proliferative abilities of tumor cells through the progressive silencing of glucose and glutamine metabolism genes.

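Genes of the respiratory chain were also chosen by their symbols from the whole annotation, independently of Fig. 8A, although 15 genes are in both lists. Of the 77 genes tested, 66 were higher and 11 lower in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi* tumors, with 57 higher and 6 lower in both libraries. The median log2 fold change was 0.29 (adjusted p = 4.10e-07 from limma's camera, 0.0417 with fry and 0.354 with camera and an estimated correlation). At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 30 were higher and 1 lower over all genes, and 44 were higher and 1 lower adjusted over the list alone. Of 73 mitochondrial ribosomal protein genes, 54 were higher in *pox n > pros RNAi, Syp RNAi*, with a median of 0.08 (adjusted p = 0.0273 from camera). Neither the fry test, at 0.189, nor the estimated correlation, at 0.604, kept this call, and the median was 0.042 without *pox n > pros RNAi* replicate 2 and 0.12 without *pox n > pros RNAi* replicate 1. Taken per *pox n > pros RNAi, Syp RNAi* library against the mean of the *pox n > pros RNAi* libraries, the median of the 30 genes of Fig. 8A was 0.49 in replicate 1 and 0.67 in replicate 2. Whether muscle tissue contributed to these rises stays open, because muscle markers were also higher in *pox n > pros RNAi, Syp RNAi*.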

Consequently, Chinmo^+^Imp^+^ tNBs, that lie at the top of the hierarchy, highly express glycolytic and respiratory/OXPHOS genes, as well as Gdh, that are down-regulated by the Imp-to-Syp transition. This default high expression of both glutamine and glucose metabolism genes in CSC-like Chinmo^+^Imp^+^ tNBs likely favors sustained self-renewal, but could also confer plasticity and a way to adapt cellular metabolism to different environmental conditions as frequently observed in CSCs (e.g. glutamine can compensate for glucose shortage) (Sancho et al., 2016).

We showed that Syp^+^E93^+^ tNBs exhibit a reduced size, and that knock-down of glycolytic (*Gapdh1* or *Pglym78)* or respiratory/OXPHOS genes (*Cyt-c-p* or *Cyt-C1)* prevented propagation of tumor growth in adults. Thus, reduction of biosynthesis and energy production through down-regulation of glucose and glutamine metabolism genes after the Imp-to-Syp transition could progressively exhaust Syp^+^E93^+^ tNB growth and self-renewing ability, ultimately leading to cell-cycle exit.

With our demonstration that temporal patterning regulates glycolytic, TCA cycle and OXPHOS genes in NB tumors, our work provides a tumor-intrinsic mechanism that creates metabolic heterogeneity to control the proliferative potential of the various tumor cells. We have observed that Syp^+^E93^+^ tNBs associated with lowest levels of metabolic and cell-cycle genes also upregulate genes of the *E(spl)* genes. Interestingly, expression of *Hes* genes (orthologs of *Enhancer of split* genes) in vertebrate neural stem cells is associated with the maintenance of a quiescent state in adults (Chapouton et al., 2011; Sueda et al., 2019). Thus, E(spl) genes may promote the quiescent tNB state identified with our clonal and numerical analysis while preventing their differentiation in neurons.

Down-regulation of the mRNA levels of metabolic genes after the Imp-to-Syp transition could be due to the silencing of a transcriptional activator or to an increased mRNA degradation. On one hand, Chinmo is a likely candidate for the first scenario, as its inactivation reduces growth in NBs (Narbonne-Reveau et al., 2016) and we showed that it is a direct target of both Imp and Syp. On the other hand, the second scenario is consistent with Imp orthologs in human being able to promote OXPHOS and proliferation in glioma cells, through the post-transcriptional regulation of mitochondrial respiratory chain complex subunits (Janiszewska et al., 2012).

We have also identified a small population of tNBs expressing various stress or growth arrest factors. One of these factors, Xrp1, is a transcriptional target of *p53* in the response to irradiation. *Xrp1* expression has also recently been linked to defects in translation rates, together with the expression of *Irbp18* and *GstE6* (Lee et al., 2018). Thus, these factors may label a subset of tNBs undergoing DNA or translational stress. The reason and consequences of such cellular stresses in tumor progression need to be further investigated.

Our transcriptomic analyses have revealed strong similarities in the differentiation trajectories of tNBs in tumors and of NBs in larvae. Yet, it is surprising that the down-regulation of glutamine and glucose metabolism genes has not been detected in NBs during larval development, after the Imp-to-Syp transition (Ren et al., 2017). It is possible that the glial niche surrounding NBs, that is known to influence NB growth properties during larval stages (Chell and Brand, 2010; Cheng et al., 2011; Sousa-Nunes et al., 2011), somehow sustains high levels of glucose metabolism genes in late Syp^+^E93^+^ NBs. Given that this glial niche is absent in tumors, Syp^+^E93^+^ tNBs may not be able to sustain the high expression of metabolic genes imposed by the Imp/Chinmo module, leading to progressive cell-cycle exit.

### Imp and syp: a conserved couple of antagonistic RNA-binding proteins regulating cell hierarchy in human tumors?

Chinmo and Imp are reminiscent to oncofetal genes in mammals, in that their expression decrease rapidly as development progresses while they are mis-expressed in tumors. Along these lines, the three IMP orthologs in humans (also called IGF2BP1-3) are also known as oncofetal genes. They emerge as important regulators of cell proliferation and metabolism in many types of cancers including pediatric neural cancers (Bell et al., 2015; Dai et al., 2017; Degrauwe et al., 2016a; Degrauwe et al., 2016b; Janiszewska et al., 2012). Along evolution, the ancestral *Syncrip* gene has been subjected to several rounds of duplication and has diverged into five paralogs in mammals, some of them emerging as tumor suppressors with an important role in tumor progression (Sakurai et al., 2016; Vanharanta et al., 2014).

Thus, the respective oncogenic and tumor suppressor roles of IMP and SYNCRIP gene families appear to have been conserved in humans and they may not be restricted to tumors of neural origin. Our study therefore raises the exciting possibility that these two families of RNA-binding proteins form a master module at the top of the self-renewal/differentiation cascades, that regulates CSC populations and hierarchy in a spectrum of human cancers.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*D. melanogaster*)	*UAS-Flybow. 1.1*	Bloomington Drosophila Stock Center (Hadjieconomou et al., 2011)	RRID:BDSC_35537	
Genetic reagent (*D. melanogaster*)	*UAS-mCherry^chinmoUTRs^*	Cédric Maurange (Dillard et al., 2018)		*mCherry* reflects the post-transcriptional regulation of *chinmo*.
Genetic reagent (*D. melanogaster*)	*UAS-Syp^RNAi1^*	VDRC	33011	RNAi1
Genetic reagent (*D. melanogaster*)	*UAS-Syp^RNAi2^*	VDRC	33012	RNAi2
Genetic reagent (*D. melanogaster*)	*UAS-Syp-RB-HA*	Tzumin Lee (Liu et al., 2015)		
Genetic reagent (*D. melanogaster*)	*UAS-pros^RNAi1^*	Bloomington Drosophila Stock Center	RRID:BDSC_26745	RNAi1
Genetic reagent (*D. melanogaster*)	*UAS-pros^RNAi2^*	VDRC	101477	RNAi2
Genetic reagent (*D. melanogaster*)	*UAS-Imp^RNAi^*	VDRC	20322	
Genetic reagent (*D. melanogaster*)	*UAS-chinmo^RNAi^*	Bloomington Drosophila Stock Center	RRID:BDSC_33638	
Genetic reagent (*D. melanogaster*)	*UAS-dicer2*	Bloomington Drosophila Stock Center	RRID:BDSC_24650 RRID:BDSC_24651	was used in combination with GAL4 lines in order to improve RNAi efficiency.
Genetic reagent (*D. melanogaster*)	*UAS-mCD8::GFP*	Bloomington Drosophila Stock Center	RRID:BDSC_5130 RRID:BDSC_32185	
Genetic reagent (*D. melanogaster*)	*UAS-myr::GFP*	Bloomington Drosophila Stock Center	RRID:BDSC_32197	
Genetic reagent (*D. melanogaster*)	*UAS-mCherry.NLS*	Bloomington Drosophila Stock Center	RRID:BDSC_38424	
Genetic reagent (*D. melanogaster*)	*UAS-Snr1^RNAi1^*	VDRC	108599	RNAi1
Genetic reagent (*D. melanogaster*)	*UAS-Snr1^RNAi2^*	VDRC	32372	RNAi2
Genetic reagent (*D. melanogaster*)	*UAS-Gapdh1^RNAi^*	VDRC	100596	
Genetic reagent (*D. melanogaster*)	*UAS-Pglym78*	VDRC	106818	
Genetic reagent (*D. melanogaster*)	*UAS-Cyt-c1^RNAi1^*	VDRC	9180	RNAi1
Genetic reagent (*D. melanogaster*)	UAS-Cyt-c1RNAi2	VDRC	109809	RNAi2
Genetic reagent (*D. melanogaster*)	UAS-Cyt-c-pRNAi1	VDRC	33019	RNAi1
Genetic reagent (*D. melanogaster*)	UAS-Cyt-c-pRNAi2	VDRC	106759	RNAi2
Genetic reagent (*D. melanogaster*)	w, tub-GAL4, UAS-nlsGFP::6xmyc::NLS, hsFLP122; FRT82B, tubP-GAL80/TM6B	Cédric Maurange (Narbonne-Reveau et al., 2016)		MARCM line
Genetic reagent (*D. melanogaster*)	FRT82B snr16C hdac36C	Bloomington Drosophila Stock Center (Koe et al., 2014)	RRID:BDSC_34494	
Genetic reagent (*D. melanogaster*)	Imp-GFP	Florence Besse		protein trap line
Genetic reagent (*D. melanogaster*)	poxn-Gal4	Bloomington Drosophila Stock Center (Boll and Noll, 2002)	RRID:BDSC_ 66685	
Genetic reagent (*D. melanogaster*)	ase-Gal80, wor-GAL4, UAS-dcr2	Juergen Knoblich (Eroglu et al., 2014)		
Genetic reagent (*D. melanogaster*)	nab-GAL4	Kyoto DGRC	6190	
Genetic reagent (*D. melanogaster*)	UAS-FLP, Ubi-p63EFRTstopFRTnEGFP	Bloomington Drosophila Stock Center (Evans et al., 2009)	RRID:BDSC_28282	G-trace
Genetic reagent (*D. melanogaster*)	hs-mFLP5	Bloomington Drosophila Stock Center (Hadjieconomou et al., 2011)	RRID:BDSC_35534	Flipase for Flybow
Antibody	chicken polyclonal anti-GFP	Aves Labs #GFP-1020	RRID:AB_10000240	1:1000
Antibody	rabbit polyclonal anti-RFP	Rockland #600-401-379	RRID:AB_2209751	1:500
Antibody	rat monoclonal anti-RFP	Chromotek #5F8	RRID:AB_2336064	1:500
Antibody	mouse monoclonal anti-Miranda	Alex Gould		1:50
Antibody	rabbit polyclonal anti-PH3	Millipore #06–570	RRID:AB_310177	1:500
Antibody	rat monoclonal anti-PH3	Abcam #AB10543	RRID:AB_2295065	1:500
Antibody	rat monoclonal anti-Elav	DSHB	#9F8A9	1:50
Antibody	rabbit polyclonal anti-cleaved Dcp-1	Cell Signaling #9578	RRID:AB_2721060	1:500
Antibody	rat polyclonal anti-Chinmo	Nick Sokol		1:500
Antibody	rabbit polyclonal anti-Imp	Paul Macdonald		1:500
Antibody	guinea pig polyclonal anti-Syp	Ilan Davis		1:500
Antibody	Rabbit polyclonal anti-Syp	Ilan Davis		1/200
Antibody	rabbit polyclonal anti-E93	Daniel J. McKay		1/2500
Antibody	guinea-pig polyclonal antibody	Bill McGinnis		1/200
Chemical compound, drug	Dapi	Vector Laboratories Cat# H-1400	RRID:AB_2336787	
Recombinant DNA reagent	Chinmo cDNA clone	DGRC, EST Collection	#RE59755	
Sequence-based reagent	Chin-5'UTR/pBS_Forward	This paper	PCR primers	Described in Affinity pull-down assays section in the Materials and methods
Sequenced-based reagent	Chin-5'UTR/pBS_Reverse	This paper	PCR primers	Described in Affinity pull-down assays section in the Materials andmethods
Sequenced-based reagent	Chin-3'UTR/pBS_Forward	This paper	PCR primers	Described in Affinity pull-down assays section in the Materials and methods
Sequenced-based reagent	Chin-3'UTR/pBS_Reverse	This paper	PCR primers	Described in Affinity pull-down assays section in the Materials andmethods
Software, algorithm	Seurat and Monocle codes used for single-cell RNA-seq data analysis	This paper	https://github.com/cedricmaurange/Genovese-et-al.-2019	See the Single-cell mRNA sequencing and analysis section in the Materials and methods
Software, algorithm	Code used for numerical model	This paper	http://dx.doi.org/10.17632/j2j9gmyb6m.1	See the Numerical model section in the Materials and methods

### Fly culture

*Drosophila* stocks were maintained at 18°C on standard medium (8% cornmeal/8% yeast/1% agar).

### Fly lines

The protein trap line used was:

- Imp-GFP (Bloomington Stock Centre #G0080)

The Gal4 lines used were:

- *pox^n^-Gal4* is active in six homologous thoracic NBs of the VNC (Boll and Noll, 2002).
- *ase-Gal80, wor-GAL4, UAS-dcr2* has been crossed with various *UAS-RNAi* transgenes for specific mis-expression in type II NBs of the central brain (Eroglu et al., 2014).
- *nab-Gal4, UAS-dicer2, UAS-GFP. nab-GAL4* (#6190 from Kyoto DGRC) is a GAL4 trap inserted into *nab* (CG33545) that is active in all NBs of the VNC and central brain from late embryogenesis

The UAS lines used were:

- *UAS-Flybow. 1.1* (Bloomington Stock Centre #35537) (Hadjieconomou et al., 2011).
- *UAS-mCherry^chinmoUTRs^* (Dillard et al., 2018). In NB tumors carrying *UAS-mCherry^chinmoUTRs^*, expression of *mCherry* reflects the post-transcriptional regulation of endogenous *chinmo*. Consistently, we observe that mCherry always overlaps with endogenous Chinmo as detected by immunostaining (Figure 1—figure supplement 4).
- *UAS-Syp^RNAi1^*(Vienna Drosophila RNAi Center #33011)
- *UAS-Syp^RNAi2^*(Vienna Drosophila RNAi Center #33012)
- *UAS-Syp-RB-HA* (T Lee, Janelia Research Campus, Virginia, USA) (Liu et al., 2015).
- *UAS-pros^RNAi1^* (Transgenic RNAi Project #JF02308, Bloomington Stock Centre #26745)
- *UAS-pros^RNAi2^* (Vienna Drosophila RNAi Center #101477)
- *UAS-Imp^RNAi^* (Vienna Drosophila RNAi Center #20322)
- *UAS-chinmo^RNAi^* (Transgenic RNAi Project #HMS00036, Bloomington Stock Centre #33638)
- *UAS-dicer2* (Bloomington Stock Centre #24650 and #24651) was used in combination with GAL4 lines in order to improve RNAi efficiency.
- *UAS-mCD8::GFP* (Bloomington Stock Centre #5130 and #32185) and *UAS-myr::GFP* (Bloomington Stock Centre #*32197)* were used to follow the driver expression.
- *UAS-mCherry.NLS* (Bloomington Stock Centre #38424)
- *UAS-Imp^RNAi^; UAS-Syp^RN^*^Ai2^ *(UAS-Syp^RNAi^*^2^ from Vienna Drosophila RNAi Center #33012)
- *UAS-Syp^RNAi1^; UAS-chinmo^RNAi^ (UAS-Syp^R^*^NAi1^ from Vienna Drosophila RNAi Center #33011)
- *UAS-pros^RNAi1^, UAS-mCD8::GFP (UAS-pros^RN^*^A*i*^*^1^* from Transgenic RNAi Project #JF02308)
- *UAS-pros^RNAi2^; UAS-mCherry^chinmoUTRs^(UAS-pros^RNAi2^* Vienna Drosophila RNAi Center #101477)
- *UAS-Snr1^RNAi-1^* (Vienna Drosophila RNAi Center #108599).
- *UAS-Snr1^RNAi-2^* (Bloomington Stock Centre #32372).
- *UAS-Gapdh1^RNAi^* (Vienna Drosophila RNAi Center #100596)
- *UAS-Pglym78 ^RNAi^* (Vienna Drosophila RNAi Center #106818)
- *UAS-Cyt-c1^RNAi1^* (Vienna Drosophila RNAi Center #9180)
- *UAS-Cyt-c1^RNAi2^* (Vienna Drosophila RNAi Center #109809)
- *UAS-Cyt-c-p^RNAi1^* (Vienna Drosophila RNAi Center #33019)
- *UAS-Cyt-c-p^RNAi2^* (Vienna Drosophila RNAi Center #106759)

The MARCM and FRT stocks for used were:

- *w, tub-GAL4, UAS-nlsGFP::6xmyc::NLS, hsFLP^122^; FRT82B, tubP-GAL80/TM6B* (Narbonne-Reveau et al., 2016)
- *FRT82B snr1^6C^ hdac3^6C^* (Koe et al., 2014)

Fly crosses were set up and raised at 29°C. To label all tumor cells with GFP, *pox^n^-Gal4, UAS-pros^RNAi^, UAS-dicer2 flies* were crossed with the G-TRACE system *UAS-FLP, Ubi-p63E_FRT_stop_FRT_nEGFP* (Bloomington Stock Centre #28282) (Evans et al., 2009). To generate mCherry^+^ clones in tumors, *pox^n^-GAL4, UAS-pros^RNAi1^, UAS-mCD8::GFP; UAS-dicer2* flies were crossed to *UAS-Flybow.1.1; hs-mFLP5* (Bloomington Stock Centre #35534 and #35537) (Hadjieconomou et al., 2011). The progeny of this cross was collected 48 hours after adult eclosion and heat-shocked for 1h30’ at 37°C. Flies were put back at 29°C after heat-shock. Note that differentiated neurons generated from mCherry^+^ tNBs will not retain mCherry expression due to the silencing of *pox^n^-GAL4* in neurons. MARCM clones were induced by heat-shocking 1 hr at 37°C larvae that have just hatched.

### Image processing

Confocal images were acquired on a Zeiss LSM780 microscope. FIJI-ImageJ was used to process confocal data and to compile area and volume data. Imaris Image Analysis Software (http://bitplane.com) was used to generate 3D representations of clones in tumors.

### Tumor segmentation using tissue analyzer

For Figure 8E, *pox^n^ > pros^RNAi^* tumors carrying an Imp-GFP marker were dissected, fixed in 4% paraformaldehyde and stained with antibodies against Miranda and GFP proteins. VNCs were visualized in a Zeiss LSM780 confocal microscope and co-planar images were made of several sections ranging from the tumor surface to its interior. Several confocal planes for four tumors (n = 21) were analyzed using the ‘Tissue Analyzer’ plugin for FIJI-ImageJ (Aigouy et al., 2016). This tool allows for cell membrane tracing, via the signal from Miranda which marks the cellular border of all tumor cells, segmentation and quantification of several parameters, including size, of each tumor cell individually. Chinmo^+^Imp^+^ tNBs are identified by their strong Imp-GFP signal. Initial automatic segmentation was further refined manually to ensure all cell boundaries were properly tracked and cells assigned a correct identity (Figure 8—figure supplement 3). Data points represent different planar sections within the same tumor, in order to account for variability within each tumor.

### Statistical analysis

For each experiment, at least three biological replicates were performed. Biological replicates are defined as replicates of the same experiment with flies being generated by different parent flies. For all experiments, we performed a Mann-Whitney test for statistical analysis. Statistical analysis was performed using GraphPad Prism version 7.04 for Windows (GraphPad Software, La Jolla California USA, www.graphpad.com). Results are presented as dot plots. Error bars represent s.d. from the mean. The sample size (n) and the *P*-value are reported in the figure legends (****p≤0.0001; ***p≤0.001; **p≤0.01; *p≤0.05; ns, not significant).

### Immunohistochemistry

Larval and adult VNCs were dissected in phosphate-buffered saline (PBS) and fixed for 10 min at room temperature (RT) in 4% paraformaldehyde/PBS. VNCs were rinsed in PBT (PBS containing 0.5% Triton X-100) and incubated with primary antibody overnight at 4°C. Secondary antibodies (Jackson ImmunoResearch) were incubated overnight at 4°C. VNCs were mounted in Vectashield (Clinisciences, France) with or without DAPI for image acquisition. The following primary antibodies were used: chicken anti-GFP (1:1000, Aves #GFP-1020), rabbit anti-RFP to label mCherry (1:500, Rockland #600-401-379), rat anti-RFP (1:500, Chromotek #5F8), mouse anti-Miranda (1:50, A Gould, Francis Crick Institute, London, UK), rabbit anti-PH3 (1:500, Millipore #06–570), rat anti-PH3 (1:500, Abcam #AB10543), rat anti-Elav (1:50, DSHB #9F8A9), rabbit anti-cleaved Dcp-1 (1:500, Cell Signaling #9578)), rat anti-Chinmo (1:500, N Sokol, Indiana University, Bloomington, USA), rabbit anti-Imp (1:500, P Macdonald), guinea pig anti-Syp (1/500, I Davis, Oxford University, UK), rabbit anti-Syp (1/200, I Davis, Oxford University, UK), rabbit anti-E93 (1/2500, DJ McKay, University of North Carolina, Chapel Hill).

### Affinity pull-down assays

Affinity pull-down assays were performed as previously described (Medioni et al., 2014), and Western Blots performed using rat anti-Imp and rabbit anti-Syp antibodies. The 5’ and 3’ UTRs of chinmo were cloned from the cDNA clone #RE59755 (DGRC, EST Collection) using the following primers:

**Table:** 

Chin-5'UTR/pBS_Forward	**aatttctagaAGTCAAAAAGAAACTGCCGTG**
Chin-5'UTR/pBS_Reverse	gatg**aagctt**GGTGCCAGCAGTGATGCT
Chin-3'UTR/pBS_Forward	taaa**tctaga**GAAGCAGCCGCAACAGCA
Chin-3'UTR/pBS_Reverse	tttt**aagctt**GGTGAATTTTCATTTGTACGAAGAA

Capitals represents analogous or complementary parts of the chinmo sequence. In bold are the restriction sites used for cloned into pBS-KS(-) (TCTAGA = *Xba*I, AAGCTT = *Hin*dIII), and in lower case are extra bases for efficient digestion. This plasmid was used to generate the UTP-biotinylated-RNA probes (5’UTR and 3’UTR).

### RNA extraction of bulk tumors

To generate NB tumors *pox^n^-Gal4, UAS-mCherry.NLS; UAS-dicer2 flies* were crossed to flies carrying:

1. UAS-pros^RNAi1^
2. UAS-Syp^RNAi1^;UAS-pros^RNAi1^

Crosses were grown at 29°C. Sixteen adult females and 13 adult males (8 day-old) were killed in 70% ethanol and washed once in PBS. VNCs containing tumors were dissected in PBS and collected in a RNase-free Protein LoBinding tube filled with 750 μL of Lysis Buffer (Buffer RLT, RNeasy Mini Kit, Qiagen) supplemented with 7.5 μL of β-mercaptoethanol and 500 μL of glass beads (diameter 0.75–1 mm, Roth, A554.1). Samples were disrupted and homogenized using the tissue homogenizer Precellys 24 (Bertin Technologies).

Sample tubes were then stored at −80°C up to RNA extraction. Total RNA was extracted using the RNeasy Mini Kit (Qiagen). RNA quality and quantity were checked by running samples on an Agilent RNA 6000 Pico Chip (Agilent Technologies). For each condition, samples were made from 29 dissected VNCs pooled from adult flies born from several crosses (more than 3). 

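The 2 libraries of each condition differed by more than the sampling noise of counts. Over 13274 genes with a mean count of at least 10, the chi-square statistic per degree of freedom was 130 for the *pox n > pros RNAi* libraries. It was 79.2 over 13879 genes for *pox n > pros RNAi, Syp RNAi* and 162 over 14032 genes for the wild type, where a value near 1 would be sampling noise alone. The biological coefficient of variation estimated by edgeR was 14.0% for *pox n > pros RNAi*, 26.8% for *pox n > pros RNAi, Syp RNAi* and 15.3% for the wild type. The SD of the log2 difference between the 2 libraries of a condition was 0.28, 0.40 and 0.28 in the same order. The libraries were counted as 2 samples per condition. Separate preparation of libraries from one pool would also exceed sampling noise, so these values do not show whether the samples are independent.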

For technical replicates, two samples of each condition were generated and treated in parallel until sequencing.

### Library preparation and sequencing of bulk tumors

Total RNA-Seq libraries were generated from 130 ng of total RNA using TruSeq Stranded Total RNA LT Sample Prep Kit with Ribo-Zero Gold (Illumina, San Diego, CA), according to manufacturer's instructions. Briefly, cytoplasmic and mitochondrial ribosomal RNA (rRNA) was removed using biotinylated, target-specific oligos combined with Ribo-Zero rRNA removal beads. Following purification, the depleted RNA was fragmented into small pieces using divalent cations at 94°C for 2 min. Cleaved RNA fragments were then copied into first strand cDNA using reverse transcriptase and random primers followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. Strand specificity was achieved by replacing dTTP with dUTP during second strand synthesis. The double stranded cDNA fragments were blunted using T4 DNA polymerase, Klenow DNA polymerase and T4 PNK. A single 'A' nucleotide was added to the 3' ends of the blunt DNA fragments using a Klenow fragment (3' to 5'exo minus) enzyme. The cDNA fragments were ligated to double stranded adapters using T4 DNA Ligase. The ligated products were enriched by PCR amplification (30 s at 98°C; [10 s at 98°C, 30 s at 60°C, 30 s at 72°C] x 12 cycles; 5 min at 72°C). Surplus PCR primers were further removed by purification using AMPure XP beads (Beckman-Coulter, Villepinte, France) and the final cDNA libraries were checked for quality and quantified using capillary electrophoresis.

The libraries were loaded in the flowcell at a concentration of 2.8 nM and clusters were generated using the Cbot and sequenced on an Illumina HiSeq 4000 system as paired-end 100 base reads following Illumina’s instructions.

### RNA-Seq analysis of bulk tumors

Quality control of raw reads was done using FastQC. Reads were mapped to *dmel6* reference genome with *Subread aligner* using default parameters (Liao et al., 2013). Read counts were calculated using *Subread featureCount* (Liao et al., 2014). 

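The counts were tested with DESeq2's Wald test in addition to edgeR, for the 4 tumor libraries. At an adjusted p under 0.001 from the Wald test with Benjamini-Hochberg adjustment, 950 genes were higher and 1026 lower in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi* tumors. Both tests were run on simulated counts, with 199 genes changed. The counts were drawn from the means of the *pox n > pros RNAi* libraries and edgeR's spread per gene, the same in both conditions. At this threshold DESeq2 recovered 84.4% of the changed genes and called 14 of 13474 unchanged genes. edgeR recovered 64.3% and called 5 of 13038 unchanged genes. At a threshold of 0.05 the simulated calls of edgeR covered 86.4% of the changed genes, with 23 unchanged genes among them.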

Differential expression was computed using R package DESeq2 (Love et al., 2014). To concentrate on genes that are expressed in tNBs and remove those that are specific to wild type neurons and glia of the VNC, we excluded from the bulk RNA-seq analysis all genes that are not expressed in at least 0,5% of the 5740 cells used for the single-cell RNA-seq experiment. Among the remaining 6660 genes, we selected as significantly enriched genes those with an adjusted p-value<0001. 

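The filter on expression in single cells was not repeated here, because it needs the single-cell data, and all genes with enough counts were kept. Supplementary file 2 lists the paper's genes past the threshold in 1175 lines that name 1171 distinct genes, of which the paper gives 513 as higher and 658 as lower in *pox n > pros RNAi, Syp RNAi* tumors. The paper chose these genes with DESeq2 on the same libraries, so the counts that follow are not independent evidence. All 1171 were tested here and changed in the paper's direction. With edgeR's quasi-likelihood test, 1170 of them had an adjusted p under 0.05, and with DESeq2's Wald test all 1171 had one under 0.001. The Wald test called 805 further genes that are not in this list. The longer list of Supplementary file 2, for the 6660 genes the paper states, could be read for 1999 genes, with 4660 left out, and was not used for counts.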

Gene Ontology and Reactome Pathway analysis was made using *Panther* (http://www.pantherdb.org/). Sequencing data have been deposited in GEO under accession code GSE114562.

### Preparation of tNBs for single-cell mRNA-seq

NB tumors were generated in *pox^n^-Gal4, UAS-GFP UAS-pros^RNAi2^, UAS-dicer2* flies. Fifty-six adult females (6–8 day-old) were killed in 70% ethanol and washed once in PBS. VNCs were dissected in PBS, collected in a RNase-free Protein LoBinding tube filled with ice-cold PBS, and incubated in a freshly prepared dissociation solution containing 0,4% bovine serum albumin (BSA), 1 mg/mL collagenase I and papain (Sigma Aldrich) in PBS for 75 min at 29°C with lowest agitation. Tissues were then disrupted manually by pipetting up and down with a 200 µL tip. Dissociated cells were pelleted for 20 min at 300 g at 4°C to remove the dissociation solution and to resuspend cells in ice-cold PBS + 0,4% BSA. The cell suspension was filtered through a 30 µm mesh Pre-Separation Filter (Miltenyi) to remove debris and transferred in new RNase-free Protein LoBinding tube for FACS sorting. Forty thousand GFP^+^ tNBs cells were isolated using a FACSAriaII machine (BD) with an 85 μm nozzle, at 45 psi low pressure and according to viability, cell size and GFP intensity. In the next 30 min, sorted-cells were encapsidated using with the Single Cell Controller (10X genomics) for single-cell RNA-seq.

### Single-cell mRNA sequencing and analysis

Codes used for single-cell RNA-seq analysis are available at: https://github.com/cedricmaurange/Genovese-et-al.-2019 (Maurange, 2019; copy archived at https://github.com/elifesciences-publications/Genovese-et-al.-2019).

#### Single-cell mRNA sequencing

Single cells were processed using the Single cell 3’ Library, Gel beads and multiplex kit (10X Genomics, Pleasanton) as per the manufacter’s protocol. Cells were partitioned into nanoliter-scale Gel Bead-In-Emulsions (GEMs) with the Chromium Single Cell Controller (10X genomics, Pleasanton), where all generated cDNA share a common 10x Barcode. Libraries were generated and sequenced from the cDNA and the10x Barcodes are used to associate individual reads back to the individual partitions. Analysis using molecular indexing information provides an absolute digital measurement of gene expression levels. Sequencing was performed using a NextSeq 500 Illumina device (1sample) containing transcript lengh of 57 bp. Sequencing data have been deposited in GEO under accession code GSE114986.

#### Data processing

Single-cell mRNA seq data were analyzed using the 10x Genomics suite *Cell Ranger 2.0.1* with default settings for de-multiplexing, aligning reads to the *Drosophila* genome (10X Genomics pre-built *dm6* reference genome) with STAR and counting unique molecular identifiers (UMIs) to build transcriptomic profiles of individual cells. This first level of analysis generates quality metrics (Q30, number of reads by sample…), FASTQ files and filtered genes matrices.

#### PC analysis, UMAP clustering and differential expression

Filtered gene matrices generated via *Cell Ranger 2.0.1* was then processed with the R package *Seurat v3.0.2*, using the online tutorial as a guide (https://satijalab.org/seurat/v3.0/pbmc3k_tutorial.html). We kept all cells that had between 200 and 4000 genes/cell. Cells with more than 5% mitochondrial gene expression were removed. Cell cycle genes were regressed out using the *CellCycleScoring* and *ScaleData* functions.

PCA was then utilized to determine sources of variability. Twenty significant PCs were determined based on the *JackStraw* function. We used the *PCHeatmap* function to explore gene sets representing the main sources of heterogeneity in the dataset. Cells were then clustered with the *FindClusters* function a resolution parameter of 0.5. Differentially expressed genes were determined with the *FindAllMarkers* and function. Code available upon request.

#### Cell trajectory and pseudo time analysis by Single-cell mRNA sequencing

Filtered gene matrices generated via *Cell Ranger 2.0.1* was processed with the *R package Monocle* version v2.10.1. for pseudotime analysis (Qiu et al., 2017a; Qiu et al., 2017b; Trapnell et al., 2014). Graphics were generated through *ggplot2* R library. Analysis was performed following online tutorial as a guide (http://cole-trapnell-lab.github.io/monocle-release/docs/#constructing-single-cell-trajectories). UMI Counts were both normalized across cells using *estimateSizeFactors* function and gene expression variance was estimated using *estimateDispersions* functions to remove outlier genes using DESeq2 packages (Love et al., 2014). Semi-supervised ordering was performed with the *classifyCells* function. Only genes expressed in at least 10 cells were taken in account. Marker genes were selected for subsequent analysis based on their normalized average expression and variability across cells using *markerDiffTable* function. The top 200 genes were used for ordering.

Dimension reduction was performed with *Monocle* implementation of Discriminative Dimension Reduction Tree (DDRTree) algorithm (Qi Mao et al., 2017) using *reduceDimension* function. Minimum spanning tree computation, cell state assignations and pseudo time reconstruction was performed using *orderCells* functions. *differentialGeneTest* and *plot_pseudotime_heatmap* functions were used to uncover the top 200 genes that change as a function of pseudotime. The *BEAM* function was used to identify genes that are differentially expressed between the three main branches of the trajectory (qval <1e-20). Code available upon request.

### Numerical model

Codes generated for the numerical model are available at: http://doi.org/10.17632/j2j9gmyb6m.1.

#### 1. Algorithm of the clone model

In this section we detail the stochastic numerical model used to generate clones.

Each clone grows from a single initial cell. There are two cell types, Chinmo^+^Imp^+^ tNBs (which we will call C cells for simplicity) and Syp^+^E93^+^ tNBs (called S cells). The probability that the initial cell is a C cell is $p_{c}$ and the probability that the initial cell is a S cell is $p_{s}=1-p_{c}$.

We assume that C and S cells have constant division rates, $k_{c}$ and $k_{s}$ respectively. We define the division times as the inverses of the division rates, so that $T_{c}=1/k_{c}$ and $T_{s}=1/k_{s}$. An implicit assumption is that we neglect any refractory period following a division. Divisions are considered as random events occurring at a certain rate.

We use T = 1 hr long time steps. The growth of a model clone during 10 days thus runs over 240 time steps.

At each time step, for each C cell (resp. S cell) in the clone, the probability to undergo division is equal to $\int_{0}^{T}\frac{1}{T_{c}}e^{-t/T_{c}}dt=1-e^{-T/T_{c}}$ (resp.$1-e^{-T/T_{s}}$).

If a C cell undergoes division, it can either:

- Generate 2 C cells, with probability P(c→cc)
- Generate 1 C cell and 1 S cell, with probability P(c→cs)
- Generate 2 S cells, with probability $P\left(c\to ss\right)=1-P\left(c\to cc\right)-P(c\to cs)$

Similarly, if a S cell undergoes division, it can either:

- Generate 2 S cells, with probability P(s→ss)
- Generate 1 C cell and 1 S cell, with probability P(s→cs)
- Generate 2 C cells, with probability $P\left(s\to cc\right)=1-P\left(s\to ss\right)-P(s\to cs)$

In addition, each newly created C cell (resp. S cell) has a probability $q_{c}$ (resp.$q_{s}$) to be quiescent. Note that this also applies to the initial cell of the clone. Quiescent cells lose their ability to undergo further divisions. In this simplified model, this probability does not depend on cell generation (as cells have no age in the model). However, it is likely that “older” cells have a higher chance to become quiescent. This is not taken into account here.

To produce plots of size distributions and of composition ratios, we simply generate a large number of clones (N = 1000) by iterating this algorithm. Due to the stochastic nature of the algorithm, there is important size and composition variability among simulated clones, which we can compare to the variability observed in vivo.

#### 2. Reducing the amount of independent parameters

This general model has 9 independent parameters: $p_{c}$, $T_{c}$, $T_{s}$, P(c→cc), P(c→cs), P(s→ss), P(s→cs), $q_{c}$ and $q_{s}$.

To reduce the number of independent parameters, we performed experimental measurements in clones that allow to establish quantitative relationships between the parameters.

##### a. Two-cell clones

First, we analyzed clones composed of exactly two cells. To that end, we chose to look tumors 2 days after clonal induction, as at this stage many clones are composed of two cells (Figure 4—figure supplement 1).

The probability for a two-cell clone to be composed of two C cells is:

(1) $$P\left(CC\right)=p_{c\;}P\left(c\to cc\right)+p_{s\;}P\left(s\to cc\right)$$

Similarly,

(2) $$P\left(CS\right)=p_{c\;}P\left(c\to cs\right)+\;p_{s}\;P\left(s\to cs\right)$$

and

(3) $$P\left(SS\right)=p_{c\;}P\left(c\to ss\right)+\;p_{s}\;P\left(s\to ss\right)=1-P\left(CC\right)-P\left(CS\right)$$

We estimated P(CC), P(CS) and P(SS) from N=122 2-cell clones (7 animals), and found that P(CC)≈0.29, P(CS)≈0.07 and P(SS)≈0.64.

Using these values in Equations (1) and (2) reduces the number of independent parameters from 9 to 7 (as Equation (3) is not independent from Equations (1) and (2)).

##### b. Quiescent cells

We analyzed clones 8 days ACI. We reasoned that clones still composed of a single cell at this stage were most likely initiated from an initially quiescent cell. Hence the probability $P\left(QC\right)$ to observe a clone composed of a single C cell at 8 days is equal to the probability for an initial cell to be a quiescent C cell, so that:

(4) $$P\left(QC\right)=p_{c}q_{c}$$

Similarly, the probability that a clone is composed of a single quiescent S cell is

(5) $$P\left(QS\right)=p_{s}q_{s}$$

We estimated $P\left(QC\right)$ and $P\left(QS\right)$ from N=338 clones 8 days after induction (5 animals), and found that $P\left(QC\right)\approx 0.02$ and $\left(QS\right)\approx 0.26$. Using these values in equations (4) and (5) reduces the number of independent parameters by another 2.

##### c. Hierarchical scenario

We are left with 5 independent parameters. We showed in the main text that experimental clone data has the signature of a hierarchical growth mode (maintenance of clones composed of S cells only). In the following we thus rule out the generation of C cells by S cells. Hence *P*$\left(s\to ss\right)=1$, and $P\left(s\to cs\right)=P\left(s\to cc\right)=0$.

In addition, if C cells can only be generated by C cells, we can estimate the division time $T_{c}$ of C cells. At time t, the number of cells in clones only composed of C cells should be on average equal to $N_{c}\left(t\right)=e^{t/T_{c}}$.

At 2 days, we find that clones composed only of C cells are composed, on average, of 3.4 cells (N=75 clones from 5 animals). Hence $T_{c}\approx \frac{2}{ln\left(3.4\right)}=1.6$ days.

Hence, we are left with only two independent parameters, from which all the others can be determined. We arbitrarily chose $T_{s}$ and P(c→cc) as these two parameters, and used these as free parameters to perform the fits.

#### 3. Fitting experimental data

To determine the values of $T_{s}$ and P(c→cc), we adopted a fitting approach. We want to determine the values of $T_{s}$ and P(c→cc) that fit best our experimental data. To that end we generated error maps in the $\left(P\left(c\to cc\right),T_{s}\right)$ space (Figure 4—figure supplement 2). To generate the error maps, we computed 1000 clones for each pixel (100x100) on the map.

We calculate the error on size as the Kolmogorov-Smirnov distance between model and experimental clone size distributions, for all clone categories and at all stages (12 terms).

We calculate the error on composition as the normalized sum of Euclidian distances between model and experimental proportions of each clone category at all stages (12 terms).

The combined error is the average between the normalized error on size and the normalized error on composition.

We find that the smallest error is found for $P\left(c\to cc\right)\approx 0.64$ and $T_{s}\approx 1.3$ days, and thus (Equations 1-5):

$$p_{c}\approx 0.45$$

P(c→cs)≈0.15

P(c→ss)≈0.21

$$q_{c}\approx 0.04$$

$$q_{s}\approx 0.47$$

We use these values to generate Figures 4C–G and 5A,B, and Figure 4—figure supplement 2.

#### 4. Tumor composition and deterministic version of the model

##### a. Proportion of S and C cells in tumors

To test whether our model also accounts for the stabilization of the volume fraction occupied by S and C cells in tumor, we simulated the growth of clones on longer periods (30 days), and plotted the overall proportion of each cell type as a function of time (Figure 5A).

##### b. Deterministic, continuous model

To better understand this homeostatic behavior without systematically simulating thousands of clones, we wrote a deterministic version of the model where the exact same ingredients and parameters are used.

For simplicity, we call C the number of C cells, S the number of S cells, $C_{q}$ the number of quiescent C cells and $S_{q}$ the number of quiescent S cells. The rate of change of C writes:

(6) $$\frac{dC}{dt}=-k_{c}C+\left(1-q_{c}\right)\left(2k_{c\to cc}+k_{c\to cs}\right)C+\left(1-q_{c}\right)\left(2k_{s\to cc}+k_{s\to cs}\right)S$$

With $k_{x\to yz}=k_{x}P(x\to yz)$, where x, y and z are cell types (C or S).

Each C cell division removes 1 C cell (first term). C cell divisions can also generate 1 or 2 C cells with given rates (second term), with a possibility that they are quiescent (prefactor $\left(1-q_{c}\right)).$ S cell divisions can also generate C cells (third term), which can also be quiescent (prefactor).

Similarly, we can write the rate of change of S:

(7) $$\frac{dS}{dt}=-k_{s}S+\left(1-q_{s}\right)\left(2k_{s\to ss}+k_{s\to cs}\right)S+\left(1-q_{s}\right)\left(2k_{c\to ss}+k_{c\to cs}\right)C$$

And for quiescent cells:

(8) $$\frac{dC_{q}}{dt}=q_{c}\left(2k_{c\to cc}+k_{c\to cs}\right)C+q_{c}\left(2k_{s\to cc}+k_{s\to cs}\right)S$$

(9) $$\frac{dS_{q}}{dt}=q_{s}\left(2k_{s\to ss}+k_{s\to cs}\right)S+q_{s}\left(2k_{c\to ss}+k_{c\to cs}\right)C$$

Note that this continuous model is fully deterministic, and therefore not suited for the simulation of clone size distribution and composition, which are inherent to the stochastic aspects of divisions. However, it can recapitulate the overall proportion of cell types in a large population of cells. Integrating this system of equations, we thus computed the ratios $\frac{C+C_{q}}{N_{cells}}$ and $\frac{S+S_{q}}{N_{cells}}$, that is, the respective proportions of C and S cells. We first compared the outcome of the deterministic model to the outcome of the clone model using the exact same parameters. We find that the deterministic model perfectly fits the stochastic model (Figure 5A), and reaches the same homeostatic state. Importantly, this is also a control that both algorithms were properly implemented. We also use this deterministic model to illustrate the influence of the initial proportions of C and S cells (Figure 5B).

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE114986 and GSE114562. Codes generated for the numerical model are available at: http://doi.org/10.17632/j2j9gmyb6m.1. Codes used for single-cell RNA-seq analysis are available at: https://github.com/cedricmaurange/Genovese-et-al.-2019 (copy archived at https://github.com/elifesciences-publications/Genovese-et-al.-2019). The following datasets were generated: GaultierCDaianFMaurangeC2018Single-cell RNA-seq analysis of Drosophila neuroblast tumorsNCBI Gene Expression OmnibusGSE114986 GenoveseSClémentRGaultierCBesseFNarbonne-ReveauKDaianFFoppoloSMiguelLuis NMaurangeC2018RNA-binding proteins govern neural progenitor hierarchy during development and tumorigenesisNCBI Gene Expression OmnibusGSE114562

How the deposited data were processed for this re-analysis (not part of the article)

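RNA-seq counts per gene were analysed for 6 bulk libraries, 2 each of *pox n > pros RNAi* tumors, *pox n > pros RNAi, Syp RNAi* tumors and wild-type VNCs. The authors mapped the reads to the dmel6 genome with Subread and counted them on exons with featureCounts 1.5.0 and a FlyBase annotation. The deposited table holds these raw counts for 17494 genes, of which 284 had a count of 0 in every library. The values were checked to be whole numbers. The gene positions in the table were checked against an annotation of Release 6 of the genome: of the symbols, 14392 (82.3%) were matched to an identifier, and 99.3% of these had the same start and end. The sample labels were used for the condition of each library.

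Library totals ranged from 86098417 to 128107088 counts. At these depths the counting error is small beside the spread of the replicates for most genes, and 3 counts were taken as the floor below which a gene was not called detected. A fold change against a condition with both libraries at or under this floor is given as a bound. Genes of ribosomal RNA took up to 23.8% of the counts of a library, the mitochondrial genes 1.23% to 4.94%, and the 10 genes with the most counts 23.9% to 34.5%.

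The counts were processed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and GenomicRanges 1.54.1, and plotted with matplotlib 3.10.9. Libraries were normalized with TMM, genes were kept by filterByExpr with a minimum count of 10, and edgeR's quasi-likelihood test was run on the 4 libraries of each comparison with a prior count of 2 and Benjamini-Hochberg adjustment. The comparisons were *pox n > pros RNAi, Syp RNAi* against *pox n > pros RNAi* tumors (13703 genes), *pox n > pros RNAi* tumors against wild type (14162 genes) and *pox n > pros RNAi, Syp RNAi* tumors against wild type (14289 genes). The threshold on the adjusted p was the 0.001 of the paper's methods, with 0.05 as an alternative. For values per library, 0.5 was added before taking the log2 of CPM. Exon overlaps between genes were computed from the annotation without regard to strand.

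Sets of genes were tested with limma's camera at an inter-gene correlation of 0.01. There were 10 sets: the 3 pseudotime clusters of Supplementary file 1, the glycolysis, TCA cycle and respiratory chain genes of Fig. 8A, and the respiratory chain, ribosomal protein, mitochondrial ribosomal protein and *E(spl)* genes by symbol. There were also 5 lists of marker genes, for neurons, glia, NB identity, muscle and fat body. These sets and lists, the comparisons with their tests and the alternative ways of processing were fixed before the data were examined, except for 1 alternative named in the part on processing. The tests of explanations for single patterns are not among these, and most of them were chosen after the pattern was seen. The genes named were chosen by a rule fixed at the same time, apart from those stated to be chosen after their values were seen: every gene the paper names for the bulk RNA-seq, and in each comparison the 5 genes with the largest change in each direction among those past the threshold, with a mean count of at least 100 and both libraries of one condition above both of the other. Between the tumors 0 genes were past the threshold, although 5435 had an unadjusted p under 0.05, so that the rule added no gene there.

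The alternatives were DESeq2's size factors, library totals alone, *dpn* and *grh* as scaling genes, no filter beyond 1 count, a minimum of 10 counts in every library, DESeq2's Wald test, all 6 libraries in one fit, the replicate number as a block, a threshold of 0.05, fry, an estimated inter-gene correlation, and leaving out each library in turn.

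The steps were tested on simulated data, with counts drawn from the means and the spread of the tumor libraries. Of 199 changed genes, 99.5% had the right sign, with a median absolute error of 0.11 on the log2 scale. A set of 30 genes shifted by 0.5 was found by camera, by fry and with an estimated correlation. With the estimate, the adjusted p from limma's camera was 0.0159. An unchanged set of 28 genes was not called. Genes were drawn independently here, so this check cannot show how the set tests treat genes that vary together. It therefore cannot decide between the preset and the estimated correlation for the sets in the data. Both other conditions are compared with the same *pox n > pros RNAi* libraries, which by itself makes the 2 sets of log2 changes correlate. With unchanged libraries in 100 simulations, the correlation across 14451 genes was 0.0665 (0.0372 to 0.0907), against 0.319 in the data. The simulation drew genes independently, whereas genes in the data are not independent replicates.

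The single-cell RNA-seq data were not analysed here, so the filter of the paper's methods on expression in single cells was not applied. Gene Ontology and Reactome terms were not tested, because no table of terms was used. GC content was not examined, because no genome sequence was used. No library was left out, and with 2 libraries per condition no permutation of the libraries can give a p under 0.05.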

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

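The tests of muscle tissue, of the share of other tissues and of the mix of cell types were chosen only after the result was seen, and so were both tests on the respiratory chain genes by symbol, while those of depth, of overlapping exons and of gene length in the genes of Fig. 8A were chosen before. Single genes were named here, where they are, after their values were seen.

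The 12 muscle markers were higher in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi* tumors, with a median log2 fold change of 3.21 (adjusted p = 1.13e-06 from limma's camera), in genes that the paper does not discuss. The adjusted p was 0.0253 with fry and 0.482 with camera and an estimated correlation. Of the 12, 11 were higher in both libraries, and *Actn* was not (-0.06). All 12 are expressed over 1 CPM in wild-type VNCs and in *pox n > pros RNAi* tumors, none is in another list and none is named by the paper. *Mhc* stood at 28.1 CPM in *pox n > pros RNAi*, at 586 ± 297 CPM (SD, n = 2 libraries) in *pox n > pros RNAi, Syp RNAi* and at 120.3 and 192 CPM in the 2 wild-type libraries. *Act88F* stood at 4.96 CPM in *pox n > pros RNAi*, at 94.3 and 218 CPM in the libraries of *pox n > pros RNAi, Syp RNAi* and at 22.6 CPM in the wild type. The rises differed between markers, and 3 of them stayed under the wild type: *sls* (83.0 to 151 CPM, with 400 CPM in the wild type), *bt* (45.7 to 154 CPM, with 233 CPM) and *Act57B* (7.51 to 15.5 CPM, with 40.6 CPM). With every library thinned to 86098417 counts the median was 3.21, which argues against depth. Over the 9 markers whose exons overlap no other gene it was 3.29, which argues against reads of overlapping genes. A larger share of all tissue other than tumor cells would raise glia markers alike, but the medians of muscle and glia markers were 2.96 apart (permutation test, p = 0.0017, two-sided). Muscle tissue dissected with the VNCs and an effect of the knockdown of Syp on these genes cannot be told apart. The rise of 11 markers in both libraries is the pattern itself, and any difference in dissection is confounded with the condition.

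The 16 neuron markers, 3 of which the paper names, were higher in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi* tumors, with a median log2 fold change of 0.62 (adjusted p = 0.00266 from limma's camera, 0.130 with fry and 0.642 with an estimated correlation). Of these, 15 were higher, 13 of them in both libraries, and the median was 0.38 without *pox n > pros RNAi, Syp RNAi* replicate 2. All 16 are expressed over 1 CPM in both wild-type VNCs and *pox n > pros RNAi* tumors, and none rose above its wild-type level. The rise came to a median of 0.123 of the difference between wild type and *pox n > pros RNAi*, where simulated libraries without a change gave -0.0246 to 0.0244. Genes were simulated independently, so this range leaves out shifts that the markers share within a library. Against the mean of the *pox n > pros RNAi* libraries, their median log2 change was 0.38 in *pox n > pros RNAi, Syp RNAi* replicate 1 and 0.82 in replicate 2. For the 10 glia markers, 1 of which the paper names, the rise came to a median of 0.0409 of the difference to the wild type. Their median log2 fold change was 0.24 (adjusted p = 0.174 from camera), 0.089 without *pox n > pros RNAi* replicate 1 and 0.42 without *pox n > pros RNAi* replicate 2. A larger share of all tissue other than tumor cells would raise the fat body markers as well, but 6 of these 7 fell, all but *Fbp1*, and the medians of neuron and fat body markers were 3.03 apart (exact permutation test, p = 0.00181, two-sided), which argues against it. A larger share of nerve cord tissue, neurons and glia alike, and a change in neurons alone cannot be told apart. The medians of neuron and glia markers were 0.37 apart (permutation test, p = 0.11, two-sided), with 6 glia markers higher and 4 lower. Expression of neuronal genes in tumor cells after the knockdown of Syp stays open and was not tested.

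The paper's text reports no comparison with the wild-type VNCs. Between *pox n > pros RNAi* tumors and wild type, 7735 genes changed at an adjusted p under 0.001 from edgeR's quasi-likelihood test, 4213 higher and 3522 lower in the tumors. With library totals alone more were lower (4562) than higher (42.4% of those changed). The 9 NB identity markers had a median log2 fold change of 7.92 (adjusted p = 1.38e-04 from limma's camera), with 5 of them over 1 CPM in the wild type and 3 named by the paper. The medians of the markers of the other tissues fell: glia -2.30 (adjusted p = 6.14e-04 from camera), muscle -2.30 (0.00697), fat body -2.22 (0.00885) and neurons -2.43 (1.40e-05). With an estimated correlation the adjusted p was 0.356 for each of the 5 lists. A change in the mix of cell types needs neuron markers to fall, and at -2.43 they did, so that it stays a candidate explanation for part of the 7735 genes. How many of them changed within one cell type was not tested.

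All 30 genes of Fig. 8A were also higher in wild-type VNCs than in *pox n > pros RNAi* tumors, and 5 of them were higher in *pox n > pros RNAi, Syp RNAi* tumors than in the wild type. A larger share of wild-type tissue in the *pox n > pros RNAi, Syp RNAi* samples would therefore raise them too. At the upper quartile of the share computed from the neuron markers, it predicts a median log2 fold change of 0.218, against 0.57 observed. These 30 genes made up a median of 0.569 of their difference to the wild type (quartiles 0.474 to 0.727). The neuron markers made up 0.123 (quartiles 0.0867 to 0.191, permutation test, p = 2e-05, two-sided). This p comes from shuffling genes and leaves out the spread between libraries. After a trend with gene length was removed the median log2 fold change of the 30 genes was still 0.49. These values argue against such tissue and against length as the whole cause in these genes. The study chose them for their rise in these libraries, which raises the observed median and share by an unknown amount. A contribution of either therefore stays open. The 77 respiratory chain genes chosen by symbol, 15 of them also in Fig. 8A, were not selected in this way, and 73 of them were higher in the wild type than in *pox n > pros RNAi*. For these, the same share predicts a median of 0.170, against 0.29 observed. They made up 0.353 of their difference to the wild type, against 0.123 for the neuron markers (permutation test over genes, p = 0.028, two-sided). This argues against such tissue as the whole cause in this set only as far as its genes vary independently. After the length trend was removed their median was 0.166, still higher (p = 2.75e-05 from limma's camera at the preset correlation), which argues against length as the whole cause there. A contribution of muscle tissue cannot be told apart from the effect of the knockdown. In *pox n > pros RNAi, Syp RNAi*, the excess over *pox n > pros RNAi* was 1.49 times as large in replicate 2 as in replicate 1 for the genes of Fig. 8A, 1.42 times for the muscle markers, 2.52 times for the neuron markers and 1.46 times for the glia markers, so that the replicates do not separate the tissues. For the genes encoded by the mitochondrial genome it was 0.465 times. The condition is confounded with the dissection, which keeps the question open.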

How the results depend on the processing

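The crossed block was chosen after seeing the data. All log2 fold changes are for *pox n > pros RNAi, Syp RNAi* against *pox n > pros RNAi* tumors unless another comparison is named.

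The count of genes changed between the tumors at an adjusted p under 0.001 from edgeR's quasi-likelihood test was 0, with 5435 genes at an unadjusted p under 0.05. It was also 0 with DESeq2's size factors, with at least 10 counts in every library and with the replicate number as a block. It was 10 with library totals alone, 53 without a filter, 66 with all 6 libraries in one fit, 80 with *dpn* and *grh* as scaling genes and 1976 with DESeq2's Wald test. At an adjusted p under 0.05 it was 3190. The cause was not tested, apart from the looser threshold. For *pox n > pros RNAi* against wild type the count moved by more than 1.5 times only with the threshold of 0.05, to 11700, but library totals alone turned its balance from 4213 higher and 3522 lower to 42.4% higher and 4562 lower. For *pox n > pros RNAi, Syp RNAi* against wild type it was 5286, and moved to 8837 with DESeq2's Wald test, 3096 with the replicate block (3057 shared) and 10935 with the threshold of 0.05. Library totals alone turned its balance from 3228 higher and 2058 lower to 2893 higher and 2985 lower.

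Library totals alone shifted the median of all genes between the tumors from 0.02 to 0.15, and *dpn* and *grh* as scaling genes to 0.20. Directions that reversed were those of small changes. With totals, *grh* was 0.020, *Gadd45* 0.022 and *Xrp1* 0.087, and in the comparisons with wild type *CG15628* was -0.13 and *Gdh* -0.21 for *pox n > pros RNAi*, and *nAChRalpha3* -0.048, *ATPsyndelta* -0.015 and *ND-ACP* -0.093 for *pox n > pros RNAi, Syp RNAi*. With *dpn* and *grh*, *CG15628* was 0.020, *repo* 0.0055, *Gadd45* 0.056 and *Xrp1* 0.13. These values lie within the shift of the scaling for the comparison of the tumors. Leaving out single libraries aside, 534 values were computed for 67 named genes between the tumors, of which 64 passed the threshold only under the alternative, 47 of them with DESeq2's Wald test, and 7 reversed. Since 0 genes passed it in the edgeR fit reported, none could lose a call.

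The set tests depended on the correlation between genes. With camera and a correlation estimated from the data, the adjusted p was 0.337 for the 3 clusters, the 3 sets of Fig. 8A, the ribosomal protein genes and the *E(spl)* genes, 0.354 for the respiratory chain by symbol and 0.604 for the mitochondrial ribosomal protein genes. The last set also lost its call with fry (0.189) and with the replicate block (0.0544). Of the marker lists between the tumors, the neuron markers lost theirs with fry (0.130) and an estimated correlation (0.642), muscle with the latter (0.482), and fat body with fry (0.0650) and the latter (0.482). Against wild type, the estimated correlation gave 0.356 for all 5 lists in *pox n > pros RNAi*, and 0.445 for neurons, glia, NB identity and fat body in *pox n > pros RNAi, Syp RNAi*. The muscle markers in *pox n > pros RNAi, Syp RNAi* against wild type passed 0.05 only with fry (0.0391). The cause was not tested.

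Across the 4 fits that each left out one library, the median log2 fold change ranged from 0.25 to 0.37 for cluster 1, from -0.83 to -0.65 for cluster 3, from -1.03 to -0.45 for the *E(spl)* genes, from -3.03 to -1.30 for the fat body markers and from -0.23 to -0.069 for the NB identity markers. For *pox n > pros RNAi* against wild type it ranged from -2.45 to -2.15 for glia, from 7.75 to 8.09 for NB identity and from -2.49 to -2.03 for muscle markers. For *pox n > pros RNAi, Syp RNAi* against wild type it ranged from -2.08 to -1.54 for glia and from 7.16 to 7.38 for NB identity markers. For the neuron and glia markers between the tumors it ranged from 0.38 to 0.82 and from 0.089 to 0.42. No set or list took the other direction in these fits. Of the 67 named genes between the tumors, 6 took both directions across them: *chinmo* (-0.0037 to 0.20), *br* (-0.050 to 0.30), *VGlut* (-0.042 to 0.25), *Gadd45* (-0.34 to 0.071), *GstE6* (-1.07 to 0.018) and *Xrp1* (-0.11 to 0.0093). So did 5 of 77 genes for *pox n > pros RNAi, Syp RNAi* against wild type, *ATPsynC*, *ATPsynD*, *CG15628*, *kdn* and *ND-ACP*, and 0 of 77 for *pox n > pros RNAi* against wild type.

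The replicate numbers were not taken as pairs. Over 11254 genes with a mean count of at least 100, the deviations of replicate 1 from replicate 2 correlated across genes by -0.272 between wild type and *pox n > pros RNAi*, -0.0658 between wild type and *pox n > pros RNAi, Syp RNAi* and 0.380 between the tumors. In 2 groups of 2 libraries this cannot show whether numbers pair the samples. With the numbers crossed as a block, 7930 genes changed between *pox n > pros RNAi* and wild type, against 6952 with the block as numbered. Apart from the results above, the block moved only single genes in the comparisons with wild type.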

Differences from the paper's values

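The paper's list in Supplementary file 2 holds 1175 lines past an adjusted p of 0.001 between *pox n > pros RNAi, Syp RNAi* and *pox n > pros RNAi* tumors, for 1171 distinct genes, where edgeR's quasi-likelihood test gave 0 here (3190 at 0.05, and 5435 at an unadjusted p under 0.05). None of the alternatives set before the data were examined closed the gap. The nearest was DESeq2's Wald test, from the package that the paper used. It gave 1976 genes, and it called every one of the 1171 distinct genes in the paper's list. Its log2 fold changes differed from the paper's by at most 5.68e-06. The paper's list was also filtered on single-cell expression, a step not repeated here.

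The paper states that *Oatp74D* and *CG10939* are strongly enriched in *pox n > pros RNAi, Syp RNAi* tumors. Here *Oatp74D* had a log2 fold change of 0.50 (adjusted p = 0.141 from edgeR's quasi-likelihood test) and *CG10939* one of 0.27 (adjusted p = 0.184 from the same test of edgeR). *Oatp74D* reached an adjusted p under 0.05 with DESeq2's Wald test (0.0355) and with *dpn* and *grh* as scaling genes in edgeR's test (0.0345). Over all the alternatives it lay between 0.0345 and 0.151 for *Oatp74D*, and between 0.0746 and 0.184 for *CG10939*. Neither gene is in the paper's list of genes past the threshold.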

Other observations

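The tests on the X chromosome, the sex ratio, cluster 1 and the tissue share of ribosomal protein genes were chosen only after the result was seen, and so were the genes named in this part, apart from those the paper names and those with the largest changes against wild type. The length test and the test of tissue-specific genes were chosen before.

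*mira* fell from 961 ± 38.5 to 487 ± 2.21 CPM (SD, n = 2 libraries) in *pox n > pros RNAi, Syp RNAi* tumors, a log2 fold change of -0.98 (adjusted p = 0.00416 from edgeR's quasi-likelihood test), while the median of the 9 NB identity markers was -0.11 (adjusted p = 0.174 from limma's camera). That median was -0.069 without *pox n > pros RNAi* replicate 1 and -0.23 without *pox n > pros RNAi, Syp RNAi* replicate 1. *cas* changed by 0.04 (adjusted p = 0.670 from edgeR's quasi-likelihood test), *svp* by -0.21 (0.0675) and *br* by 0.14 (0.472), which was -0.050 without *pox n > pros RNAi, Syp RNAi* replicate 1.

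Ribosomal protein genes were lower in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi* tumors, with a median log2 fold change of -0.22. After a trend with gene length was removed the median was -0.37, which argues against length. A larger share of wild-type tissue predicts -0.12 at the median of the neuron markers' share and -0.187 at its upper quartile. Such tissue and an effect of the knockdown cannot be told apart, because the share of the ribosomal protein genes, 0.239, and that of the neuron markers did not differ beyond their spread (permutation test, p = 0.053, two-sided).

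A larger share of wild-type tissue would raise only genes that are higher in the wild type. Of the genes of cluster 1, 51 were higher by more than 1 log2 unit in *pox n > pros RNAi* tumors than in wild type, and 38 of these rose in *pox n > pros RNAi, Syp RNAi*, with a median log2 fold change of 0.26. This argues against such tissue as the whole cause of the rise of cluster 1.

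Genes on the X chromosome and on the arms 2L, 2R, 3L and 3R with a mean count of at least 30 were examined. Of these, 54 changed by more than 4 log2 units between the tumors, with both libraries of a condition above both of the other. Among the 54, 41 were higher in *pox n > pros RNAi, Syp RNAi*, and 0 lie on the X chromosome. From its 16.3% of all 12126 genes with this mean count, separated between conditions or not, 8.80 would be expected (Fisher's exact test, p = 1.22e-04, two-sided). The knockdown lines may differ in genetic background on the autosomes, but the test on the 0 genes cannot separate this from the condition, and the pattern was found on the same genes. If tissue-specific genes lie off the X chromosome, the comparison of *pox n > pros RNAi* with wild type would have few of them as well, and there 10.7% (55 of 514) lie on X. In *pox n > pros RNAi, Syp RNAi* tumors against wild type, 14.0% (68 of 485) do. The shares differed from that between the tumors (Fisher's exact test, two-sided, p = 0.00603 and p = 8.00e-04). The tissues that differ are not the same in the 3 comparisons, so that this explanation cannot be told apart either.

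The fat body markers were lower in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi* tumors, with a median log2 fold change of -2.41 (adjusted p = 0.0258 from limma's camera, 0.0650 with fry). None of the 7 genes is in another list or named by the paper, and 6 of them are expressed over 1 CPM in wild-type VNCs. Without *pox n > pros RNAi* replicate 1 the median was -1.30. *Fbp1* was the exception, with a log2 fold change of 8.04. Against wild type, *pox n > pros RNAi, Syp RNAi* tumors had medians of -4.33 for fat body (adjusted p = 0.0188 from camera), -1.80 for neurons (9.40e-05), -1.78 for glia (0.00555), 7.24 for NB identity (9.40e-05) and 0.94 for muscle (0.167).

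The yolk protein genes *Yp1*, *Yp2* and *Yp3*, which females express, had a median log2 fold change of -3.72 in *pox n > pros RNAi, Syp RNAi* against *pox n > pros RNAi* tumors. The roX RNAs, which males express, had a median of -1.12. Another ratio of males to females in the pools would move these in opposite directions, which argues against it as the cause of both. The yolk protein genes are also on the list of 7 fat body markers. There *Lsp2* (85.7 to 16.1 CPM), *apolpp* (418 to 189 CPM) and *Apoltp* (31.9 to 21.3 CPM) fell as well, and only *Fbp1* rose. The fall of the yolk protein genes by itself therefore cannot show the ratio of the sexes. Exons of other genes overlap 54.3% of the exon length of *Yp1* and 7.17% of that of *roX1*. No biological explanation was tested.

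Against wild type, 5286 genes changed in *pox n > pros RNAi, Syp RNAi* tumors at an adjusted p under 0.001 from edgeR's quasi-likelihood test, 3228 higher and 2058 lower (2893 and 2985 with library totals alone). Among the genes with the largest changes, *CR46360* was at least 122-fold higher in *pox n > pros RNAi* and at least 108-fold higher in *pox n > pros RNAi, Syp RNAi* tumors than in the wild type, where it was at or under the floor. *CG13428* was at least 180-fold lower in *pox n > pros RNAi* than in wild type. In *pox n > pros RNAi*, *nab* had a log2 fold change of 10.23, and in *pox n > pros RNAi, Syp RNAi*, *wor* had one of 10.33. *E(spl)mgamma-HLH* in *pox n > pros RNAi* (10.16) and *pncr002:3R* in *pox n > pros RNAi, Syp RNAi* (11.23) had counts near the floor in the wild type, of 4 and 2 and of 6 and 3. Between the tumors, *Acp1* was at least 311-fold higher in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi*, where both libraries were under the floor. *Mal-A1* had a log2 fold change of 4.34, but -0.63 without *pox n > pros RNAi, Syp RNAi* replicate 1, and stood at 85.6 and 1.37 CPM in the libraries of *pox n > pros RNAi, Syp RNAi*. *Hsp22* fell by 3.29, with all its exons inside those of *CG4456*. The genes of the mitochondrial genome had a median of 0.35, with 14 of 15 higher in *pox n > pros RNAi, Syp RNAi* than in *pox n > pros RNAi*.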
